# NuA4 and H2A.Z control environmental responses and autotrophic growth in *Arabidopsis*

**DOI:** 10.1038/s41467-021-27882-5

**Published:** 2022-01-12

**Authors:** Tomasz Bieluszewski, Weronika Sura, Wojciech Dziegielewski, Anna Bieluszewska, Catherine Lachance, Michał Kabza, Maja Szymanska-Lejman, Mateusz Abram, Piotr Wlodzimierz, Nancy De Winne, Geert De Jaeger, Jan Sadowski, Jacques Côté, Piotr A. Ziolkowski

**Keywords:** Epigenetics, Chloroplasts, Plant molecular biology, Plant stress responses

## Abstract

Nucleosomal acetyltransferase of H4 (NuA4) is an essential transcriptional coactivator in eukaryotes, but remains poorly characterized in plants. Here, we describe Arabidopsis homologs of the NuA4 scaffold proteins Enhancer of Polycomb-Like 1 (AtEPL1) and Esa1-Associated Factor 1 (AtEAF1). Loss of AtEAF1 results in inhibition of growth and chloroplast development. These effects are stronger in the *Atepl1* mutant and are further enhanced by loss of Golden2-Like (GLK) transcription factors, suggesting that NuA4 activates nuclear plastid genes alongside GLK. We demonstrate that AtEPL1 is necessary for nucleosomal acetylation of histones H4 and H2A.Z by NuA4 in vitro. These chromatin marks are diminished genome-wide in *Atepl1*, while another active chromatin mark, H3K9 acetylation (H3K9ac), is locally enhanced. Expression of many chloroplast-related genes depends on NuA4, as they are downregulated with loss of H4ac and H2A.Zac. Finally, we demonstrate that NuA4 promotes H2A.Z deposition and by doing so prevents spurious activation of stress response genes.

## Abstract (web summary)

Function of nucleosomal acetyltransferase of H4 (NuA4), one major complex of HAT, remains unclear in plants. Here, the authors generate mutants targeting two components of the putative NuA4 complex in Arabidopsis (EAF1 and EPL1) and show their roles in photosynthesis genes regulation through H4K5ac and H2A.Z acetylation.

## Introduction

One of the characteristic features of plants is the presence of chloroplasts, which carry out photosynthesis^1^. As most chloroplast proteins are encoded by nuclear genes, chromatin should, in principle, influence their expression. Molecular and genetic studies have suggested that such a link indeed exists. For example, changes in the acetylation status of histones H3 and H4 associated with genes encoding plastid proteins coincide with changes in light and nutrient availability as well as with the developmental stage^2,3^. Likewise, increased levels of H3K9 acetylation (H3K9ac) accompany increased transcriptional activity of these genes^4^. In addition, mutations that disrupt genes involved in controlling histone modifications and chromatin remodeling, such as *General Control Non-repressed 5* (*GCN5*), *Histone Acetyltransferase of the TAFII250 Family 2* (*HAF2*; one of *Arabidopsis thaliana* homologs of TBP-ASSOCIATED FACTOR 1), *Histone Deacetylase 15* (*HDA15*) and *Brahma* (*BRM*), affect the transcript levels of genes encoding plastid proteins^5–7^. Light-dependent cell differentiation involves extensive and rapid changes in the chromatin landscape and genome topology in photosynthetic cells^8,9^. Mutants of GCN5 and other chromatin factors involved in H2B ubiquitination, H3K36 trimethylation and H2A.Z removal display defects in photomorphogenesis and adaptation to light^5,10–13^. Interestingly, the chromatin perturbations described thus far produce only mild photosynthetic phenotypes, despite their often extreme impacts on other processes^14^. Here, we show that the expression of the photosynthetic apparatus of the model plant *A. thaliana* depends on histone acetylation by a highly conserved transcriptional coactivator, the nucleosomal acetyltransferase of H4 (NuA4) complex.

Previous studies on Arabidopsis homologs of NuA4 subunits by affinity purification followed by mass spectrometry (AP-MS/MS) suggested that plant NuA4 resembles its yeast counterpart^15–18^. Importantly, the scaffold subunits Esa1-Associated Factor 1A/B (AtEAF1A/B), Transcription-Associated Protein 1 (AtTRA1) and Enhancer of Polycomb-Like 1A/B (AtEPL1A/B) were shown to be physically associated with the catalytic subunit homologs Histone Acetyltransferase of the MYST family 1/2 (HAM1/2)^16–19^. Notably, AtTRA1 was also copurified with components of complexes responsible for H2A-H2A.Z exchange, suggesting a link between NuA4-dependent histone acetylation and H2A.Z deposition^20,21^. AtEPL1 and AtEAF1 seem to be specific for NuA4, as they were not copurified with other chromatin complexes; thus, they are key to understanding NuA4 function^15,22,23^. In genetic studies, plant homologs of NuA4 subunits have been linked to gametogenesis, ABA responses, flowering time regulation, chlorophyll synthesis, cell growth, and ploidy^17,24–26^. Some of these functions of plant NuA4 have been confirmed to be mediated by histone acetylation^16,17,26,27^.

In this work, we introduce a set of genetic tools that allowed us to explore the consequences of complete loss of NuA4 complex integrity without compromising viability, as occurs with the catalytic subunit mutants described in eukaryotic models^24,28,29^. Mutants lacking *AtEPL1A/B* or *AtEAF1A/B* consistently display a pleiotropic phenotype that is much more severe than the NuA4 mutant phenotypes described in plants to date. We show that the photosynthetic component of this phenotype is similar to the effects observed in the absence of Golden2-Like (GLK) transcription factors, which specifically promote chloroplast development^30^. Our genetic and transcriptomic analyses argue against the idea that NuA4 and GLKs act in the same pathway. Instead, we show that loss of NuA4 complex integrity leads to a dramatic global decrease in H4K5 and H2A.Z acetylation, with limited impact on H3K9ac. These chromatin changes strongly correlate with global transcriptomic changes. We provide direct evidence that plant NuA4 is able to efficiently acetylate both H4 and H2A.Z in nucleosomes. In addition, we show that in the absence of NuA4, H2A.Z is lost from nucleosomes across the genome. Loss of gene body H2A.Z leads to upregulation of stress genes, which normally contain large amounts of this histone variant. Transcriptional activation of these genes in the NuA4 mutants may require H3 acetylation to compensate for the lack of H4/H2A.Z acetylation in the +1 nucleosome. Finally, our results suggest a direct link between NuA4 activity and the expression of nuclear-encoded plastid genes, which depends on high levels of H2A.Z in the +1 nucleosome. Based on these findings, we propose that NuA4, by controlling both the acetylation and deposition of H2A.Z, contributes to the switch between the stress response and autotrophic growth.

## Results

### NuA4 supports chloroplast development

The yeast NuA4 complex consists of the catalytic module piccolo NuA4 (picNuA4) and a regulatory module attached to picNuA4 through the platform subunit EAF1^31^ (Fig. 1a). The EPL1 subunit enables both picNuA4 formation and its binding to the regulatory portion of the NuA4 holocomplex^23,32^. Accordingly, a yeast strain lacking the C-terminal enhancer of polycomb B (EPcB) domain of EPL1, through which it binds to EAF1, phenocopied strains lacking functional EAF1^23^.

**Fig. 1:**
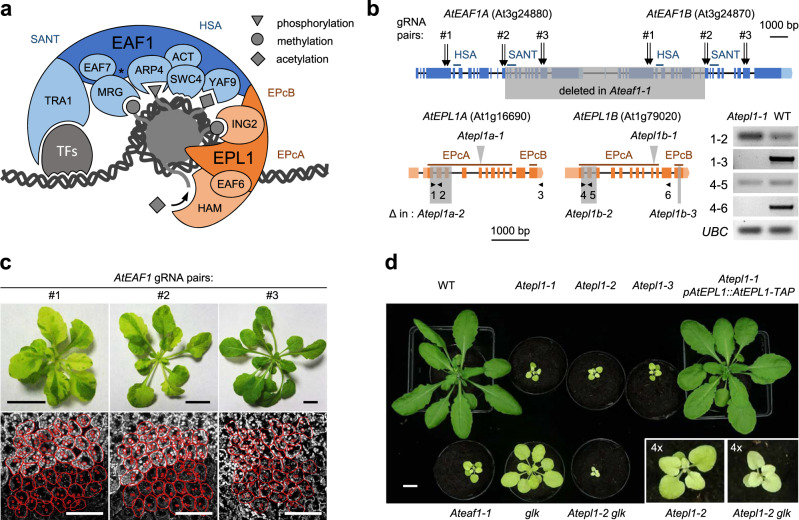
*Ateaf1* and *Atepl1* mutants as tools for genetic analysis of the plant NuA4 complex. **a** Schematic overview of the NuA4 complex engaging chromatin. The catalytic picNuA4 module and the regulatory module are colored orange and blue, respectively. The asterisk between EAF7 and ARP4 indicates the lack of an EAF5 homolog in plants. The approximate positions of the crucial protein domains are indicated by the labels outside the shapes representing the subunits. **b** Gene structure diagrams of the *AtEAF1* and *AtEPL1* loci. The target sites for the three double gRNA constructs (gRNA pairs) used for *AtEAF1* mutagenesis are denoted by arrows. The shaded areas delimit Cas9-gRNA-induced deletions (Δ) characterizing particular alleles. The gray arrowheads indicate T-DNA insertion sites. The small black arrowheads indicate the sites of primers used for the RT–PCR analysis presented in the panel on the right. **c** Transgenic plants carrying the three different Cas9-gRNA constructs. The scale bar represents 10 mm in all images. The lower panels show confocal images of chlorophyll autofluorescence in the palisade mesophyll cell layer of a leaf, centered on the border regions between green (upper part) and pale green (lower part) sectors. The red outlines delimit selected cells and chloroplasts. The scale bar represents 50 μm in all micrographs. **d** Four-week-old WT and mutant plants grown under the same conditions. The insets show the same images at ×4 magnification. The scale bar represents 10 mm.

To generate a loss-of-function mutant, we disrupted both tandem copies of the *AtEAF1* genes simultaneously by using Cas9-gRNA (Fig. 1b). During mutant screening, we observed the effects of sectorial somatic double knockout of *AtEAF1*, which manifested as green/pale green mosaicism (Fig. 1c). Microscopic observation revealed a reduction in chloroplast size in the pale green sectors (Fig. 1c), suggesting that the function of AtEAF1 is cell autonomous. We observed Cas9-gRNA-induced mosaicism in plants carrying all three independent Cas9-gRNA combinations, although the construct targeting the region downstream of the Swi3, Ada2, N-Cor, and TFIIIB (SANT) domain produced a weaker effect, suggesting the minor role of this region in chloroplast development (Fig. 1c). The association between the chloroplastic phenotype and the loss of AtEAF1 was confirmed in the *Ateaf1-1* homozygous mutant, which showed even, pale green coloration (Fig. 1d). In this mutant line, the 11-kb deletion produced a chimeric *AtEAF1A/B* gene containing a frameshift upstream of the SANT domain (Fig. 1b and Supplementary Fig. 1). The SANT domain is vital to the function of yeast EAF1;^23^ therefore, we considered *Ateaf1-1* to be a loss-of-function mutant.

The Arabidopsis genome encodes two EPL1 orthologs, *AtEPL1A* (At1g16690) and *AtEPL1B* (At1g79020) which have not been studied genetically. To investigate the function of AtEPL1, we generated a double T-DNA insertion mutant (hereafter *Atepl1-1*). The insertions in *Atepl1a-1* and *Atepl1b-1* are located within the EPcA domain and between the EPcA/EPcB domains, respectively (Fig. 1b). While full-length transcripts were undetectable in the double mutant, both loci still produced aberrant transcripts encoding a polypeptide homologous to the N-terminal portion of EPL1 (Fig. 1b), which is sufficient for picNuA4 activity in yeast but not for binding to the NuA4 regulatory portion^23^ (Fig. 1a).

To obtain null alleles, we used Cas9-gRNA to introduce frameshift deletions in the 5’ portions of the coding regions of both genes (Fig. 1b and Supplementary Fig. 2). As the double homozygous mutation was expected to be lethal, we first generated two single mutants (*Atepl1a-2* and *Atepl1b-2*) and crossed them to obtain the *Atepl1-2* double mutant. In addition, we generated an in-frame deletion spanning the EPcB domain of AtEPL1B (*Atepl1b-3*, Fig. 1b and Supplementary Fig. 2) and crossed this mutant with *Atepl1-2* to obtain the *Atepl1a-2 Atepl1b-3* mutant (hereafter *Atepl1-3*). Since the genomic deletion present at the *AtEPL1A* locus in the *Atepl1-2* mutant ends in an intron, the exact transcript sequence cannot be predicted with confidence. To check whether the splicing of the *Atepl1a-2* allele leads to a frameshift, we sequenced 6 independent cDNA clones derived from a homozygous *Atepl1-2* mutant. All clones displayed an identical splicing pattern of the truncated intron IV, which led to a frameshift; therefore, this allele is unlikely to produce considerable amounts of an even partially functional AtEPL1A protein (Supplementary Fig. 2). Importantly, the strong pleiotropic *Ateaf1*-like phenotype shared by the *Atepl1* homozygotes was fully rescued in *Atepl1-1* homozygotes expressing tagged AtEPL1B (pAtEPL1B::AtEPL1B-TAP, Fig. 1d).

### AtEPL1 is not essential for viability but is key to NuA4 function

Unlike in yeast and animals, where EPL1 is an essential gene^33,34^, all double *Atepl1* mutants described above were viable, although they were completely sterile and clearly exhibited more defects than other plant NuA4 subunit mutants characterized to date (Supplementary Fig. 3). The viability of the *Atepl1* mutants gave us an opportunity to compare the relative contributions made by the EAF1-dependent NuA4 holocomplex and EPL1-dependent picNuA4 in plants. Additionally, we included in our analyses the well-characterized *glk1-1 glk2-1* mutant (hereafter *glk*), in which a cell-autonomous reduction in chloroplast size and a significant reduction in rosette diameter have previously been observed^30,35^.

We measured the chloroplast and cell sizes and found them to be significantly smaller in all mutants than in wild-type (WT) plants (Fig. 2a and Supplementary Table 1). The NuA4 mutants indeed showed similarity to the *glk* mutant in terms of chloroplast size but were less similar in terms of cell size (Fig. 2a). Notably, the *Atepl1-2* null mutant displayed a greater reduction in chloroplast size than the *Ateaf1-1* mutant, possibly owing to residual nontargeted activity of picNuA4 in this line. It remains unclear why the *Atepl1-3* (picNuA4-separated) mutant is more phenotypically similar to *Atepl1-2* than to *Ateaf1-1*.

**Fig. 2:**
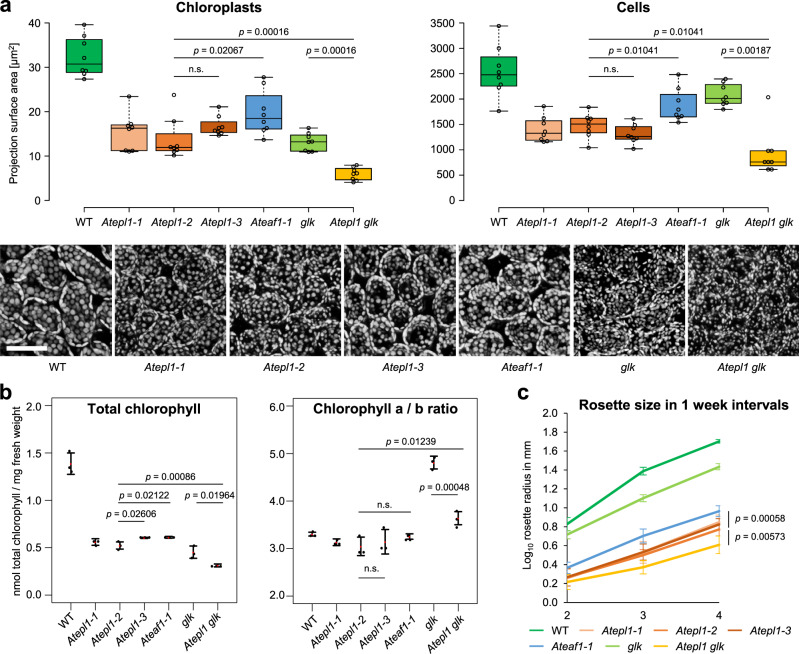
Growth- and chloroplast development-related phenotypes of the NuA4 mutants are enhanced by *glk* mutations. **a** Quantification of the chloroplast and cell size data acquired by microscopic imaging of the palisade mesophyll cell layer. The center line of a boxplot indicates the median; the upper and lower bounds indicate the 75th and 25th percentiles, respectively; and the whiskers indicate the minimum and maximum. Each circle represents a median surface area of 20 chloroplasts or 9 cells measured in a single biological replicate (a single confocal stack from a separate plant). Statistical significance was determined by a two-tailed Mann–Whitney *U* test. The chlorophyll autofluorescence images below the plots are projections of example stacks used for the measurements. All of the images are on the same scale. The scale bar represents 50 μm. **b** Determination of the total chlorophyll content and the chlorophyll a/b ratio by spectroscopic analysis of extracted chlorophyll. The dots indicate biologically independent replicates (three per each genotype), while the red dots indicate means. The whiskers delimit 95% confidence intervals. Statistical significance was determined by a two-tailed *t* test. **c** Growth quantification of the mutants. The nodes indicate the mean rosette radius of 10 or 20 (*Atepl1-2*) plants grown in parallel. The whiskers delimit 95% confidence intervals. *p* values are given for the *Ateaf1-1* vs. *Atepl1-2* (upper) and *Atepl1-2* vs. *Atepl1 glk* (lower) comparisons. Statistical significance was determined by a two-tailed *t* test. Source data are provided as a Source Data file.

The pale green coloration of the NuA4 and *glk* mutants indicates loss of chlorophyll. Indeed, spectrophotometric analysis showed a significant reduction in total chlorophyll content in all mutants, with the strongest effect in *glk*, followed by *Atepl1-2*. The *Ateaf1-1* mutant again displayed the weakest effect (Fig. 2b and Supplementary Table 3). Interestingly, the significant increase in the chlorophyll a/b ratio reported previously in the *glk* mutant^36^ was not observed in the NuA4 mutants (Fig. 2b and Supplementary Table 4).

As histone acetylation is known to be important in photomorphogenesis, we characterized the light adaptation phenotype of the *Atepl1-2* mutant. We measured hypocotyl length, apical curvature, and cotyledon development (surface area and angle) at different time points following a dark-to-light transition. *Atepl1-2* showed a reduced hypocotyl length and cotyledon surface area (Supplementary Fig. 4). This phenotype was in contrast to other histone acetyltransferase mutants, which showed elongated hypocotyls when grown in light or enhancement of the long-hypocotyl phenotype of light receptor mutants^5,37^. However, this result must be considered with caution, as the severe growth phenotypes of NuA4 mutants can affect hypocotyl and cotyledon development.

To characterize the vegetative growth phenotype of the mutants, we measured the rosette radius of plants after 2, 3, and 4 weeks of growth under long-day conditions. In this assay, the *glk* mutant performed much better than the NuA4 mutants, suggesting that the dwarfism of *Atepl1* and *Ateaf1* cannot be fully explained by chloroplast dysfunction (Fig. 2c and Supplementary Tables 5–7). Compared with the WT plants, all lines that contained mutations in NuA4 subunits showed a severe reduction in size at all time points (Fig. 2c and Supplementary Tables 5–7). Consistent with its relatively weak effect on cell size, the *Ateaf1-1* mutation had a significantly smaller effect on growth than the *Atepl1-2* mutation (Fig. 2c and Supplementary Tables 1–7). Collectively, these results support a model in which AtEPL1 cooperates with AtEAF1 for its functionality as a picNuA4 subunit.

### NuA4 and GLKs play parallel roles in transcription

Yeast NuA4 requires transcription factors for improved targeting to specific genomic loci^38,39^. We hypothesized that the phenotypic similarity between NuA4 subunit and GLK transcription factor mutants was due to the targeting of NuA4 by GLKs. To verify our hypothesis, we generated a quadruple *Atepl1a-2 Atepl1b-2 glk1-1 glk2-1* mutant (hereafter *Atepl1 glk*) by crossing the *Atepl1-2* sesquimutant with the previously characterized *glk1-1 glk2-1* homozygous mutant^30^. The quadruple mutant was viable but displayed significantly exacerbated phenotypic effects in most phenotypic assays (Figs. 1–2 and Supplementary Tables 1–7). Notably, the increase in the chlorophyll a/b ratio observed in the *glk* mutant but not in the NuA4 mutants was significantly diminished in the *Atepl1 glk* mutant (Fig. 2b and Supplementary Table 4). We also examined the expression of six selected photosynthesis-related genes in the quadruple mutant and found that their expression levels were generally lower than they were in any of the double mutants (Supplementary Fig. 5). These results suggest that NuA4 and GLK have mostly independent functions in the transcription of genes related to growth and photosynthesis.

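RNA from rosette leaves of WT (Col-0) plants and of 3 mutants was sequenced. *Atepl1-2* carries Cas9-made frameshift deletions in the 5′ coding regions of both *AtEPL1* genes, *Ateaf1-1* is disrupted in both tandem *AtEAF1* genes, and *glk* is the double mutant of the transcription factor genes *GLK1* and *GLK2*. The 16 libraries carry labels of 2 kinds, and the labels do not say how the 2 sets differ. The first label set holds WT replicates 5, 7 and 8 and *Atepl1-2* replicates 1, 3 and 4. The second holds WT replicate 4, *Atepl1-2* replicates numbered 1, 3 and 4 again, and replicates 1, 2 and 3 of both *Ateaf1-1* and *glk*. *Atepl1-2* libraries with the same number in both sets were correlated across genes at r = 0.863 to 0.910, against 0.852 to 0.910 over all 9 pairings between the sets, and they were treated as different libraries. WT replicate 4 was correlated with the other WT libraries at 0.907 to 0.909 and with the *glk* libraries at 0.921 to 0.927, while the WT libraries of the first set were correlated with each other at 0.964 to 0.966. Genes are not independent replicates, so these correlations describe the libraries only. The authors trimmed the reads, quantified them against the Araport11 transcripts with Salmon and deposited estimated counts, as whole numbers, and TPM values for each gene. In the first set, the estimated counts summed to between 22330141 and 30781762 per library, with medians of 24076754 in WT and 27077320 in *Atepl1-2*. In the second set the range was 36533765 to 39666320, with 37499161 in the 1 WT library and medians of 39518586 in *Atepl1-2*, 36951105 in *Ateaf1-1* and 38379170 in *glk*. The chloroplast gene ATCG00020 (*psbA*) took between 24.6% and 41.7% of the counts of a library. Genes with few counts were removed with filterByExpr, and the 4 genotypes were fitted together with edgeR's quasi-likelihood model after TMM normalization. This fit used all 4 WT libraries and, for *Atepl1-2*, the 3 libraries of the second label set, and it covered 20733 genes. The first label set, with 3 WT and 3 *Atepl1-2* libraries, was also fitted alone, over 18840 genes. Genes with a Benjamini-Hochberg adjusted p (FDR) under 0.01 and a change of at least 1.5-fold were taken as downregulated or upregulated, and all tests were two-sided.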

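Levels of the mutated genes are given in CPM (counts scaled by library size) after TMM normalization, with coordinates on TAIR10.1. *GLK1* (AT2G20570, chromosome 2, 8855302 to 8857758) was at 8.07 ± 0.512 (SD, n = 3) in *glk* and 58.1 ± 10.2 (SD, n = 4) in WT, a log2 fold change of −2.85 (standard error 0.21, FDR 3.75e-06 from edgeR). *GLK2* (AT5G44190, chromosome 5, 17798262 to 17800926) was at 31.9 ± 3.56 (SD, n = 3) in *glk* and 36.2 ± 7.53 (SD, n = 4) in WT, a difference no larger than the spread between replicates (log2 fold change −0.19, edgeR FDR 0.610). *AtEAF1A* (AT3G24880, chromosome 3, 9085720 to 9096689) was at 8.38 ± 1.63 (SD, n = 3) in *Ateaf1-1* and 13.4 ± 1.97 (SD, n = 4) in WT, with an edgeR FDR of 0.0244. Its neighbour *AtEAF1B* (AT3G24870, 9074665 to 9085419) was at 10.3 ± 0.571 (SD, n = 3) and 16.0 ± 2.65 (SD, n = 4), with an edgeR FDR of 0.0313. Reads shared by these near-identical copies could have been divided between them, so their separate levels are uncertain. *AtEPL1A* (AT1G16690, chromosome 1, 5705897 to 5709563) was at 2.60 ± 0.548 (SD, n = 4) in WT, 2.02 ± 0.137 (SD, n = 3) in the *Atepl1-2* libraries of the second label set (edgeR FDR 0.112) and 4.91 ± 0.175 (SD, n = 3) in those of the first. *AtEPL1B* (AT1G79020, chromosome 1, 29727044 to 29730593) was at 3.68 ± 1.05 (SD, n = 4) in WT, 6.36 ± 0.446 (SD, n = 3) in the second set and 12.7 ± 1.94 (SD, n = 3) in the first. A frameshift deletion need not lower the level of a transcript, so these values check the *Atepl1-2* labels less well than *GLK1* checks those of *glk*. The share of counts on chloroplast genes was 62.6% ± 2.54 (SD, n = 4) in WT, 49.9% ± 5.02 (SD, n = 3) in *Atepl1-2* and 46.8% ± 5.72 (SD, n = 3) in *Ateaf1-1*, with p = 0.0286 for each mutant from an exact permutation test, the smallest p that 3 libraries against 4 allow. In *glk* it was 62.7% ± 1.59 (SD, n = 3; exact permutation test, p = 1), and the sign of this difference changed without *glk* replicate 2, when it was −0.848 points, without WT replicate 5 (−0.825 points) and without WT replicate 8 (−0.434 points).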

Seeking an explanation for the mutant phenotypes and genetic interactions described above, we performed transcriptome analysis of *Atepl1-2*, *Ateaf1-1*, *glk* and WT plants. Overall, 4022, 3474, and 1235 genes showed at least a 1.5-fold decrease (downregulated genes) or increase (upregulated genes) in the steady-state transcript level in the *Atepl1-2*, *Ateaf1-1*, and *glk* mutants, respectively (Supplementary Data 1–6). 

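In *Atepl1-2*, 2795 genes were downregulated and 3477 were upregulated, 6272 in all. In *Ateaf1-1* the numbers were 2593 and 2818, and in *glk* they were 1544 and 867. The alternative that moved the count for *Atepl1-2* most was limma on log2(TPM + 0.1), with 9671 genes. On that scale the median log2 fold change over all genes was 0.88 rather than 0.05, and 5.45% of the changed genes were downregulated against 44.6% from the counts. In *Ateaf1-1* and *glk* the medians on that scale were 0.96 and 0.49, and downregulated genes made up 5.32% and 27.5%. Leaving out 1 library at a time, the count for *Atepl1-2* downregulated genes fell to 1830 without *Atepl1-2* replicate 3. The count for *glk* was 4174 without WT replicate 4, 1514 without WT replicate 7, 1128 without *glk* replicate 1, 1379 without *glk* replicate 2 and 1093 without *glk* replicate 3. With the label set as a term in a fit of all 16 libraries, an alternative chosen after seeing the data, 7511 genes changed in *Atepl1-2*, 5207 in *Ateaf1-1* and 1424 in *glk*. Within the first label set alone, 4111 genes were downregulated and 4392 upregulated in *Atepl1-2*. 

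Many of the largest changes were in genes whose libraries of one genotype all held 3 counts or fewer, so that their fold changes are lower bounds that cover counting error only. *ARD3* (AT2G26400, TAIR10.1 chromosome 2, 11231770 to 11233388) had 32.8 ± 11.6 CPM (SD, n = 3) in *Atepl1-2* and 0 in WT, at least 261-fold higher. In *Ateaf1-1* it was at least 209-fold higher. *CIB1* (AT4G34530, chromosome 4, 16498391 to 16500174) was at 3.29 ± 0.833 (SD, n = 4) in WT and 0 in the *Atepl1-2* libraries of the second label set, at least 40.1-fold lower, but it did not differ in the first label set (log2 fold change −0.54, edgeR FDR 0.426). The uncharacterized gene AT1G13650 (chromosome 1, 4680290 to 4682382) had a log2 fold change of −8.76 in *Atepl1-2* (standard error 0.56, edgeR FDR 1.19e-07) and was at least 465-fold lower in *Ateaf1-1*. In *glk* the largest fall was that of *LHCB1.4* (AT2G34430, chromosome 2, 14524607 to 14525918), from 3769 ± 150.1 to 3.10 ± 0.997 CPM (SD, n = 4 and 3), a log2 fold change of −10.25 (standard error 0.47, edgeR FDR 8.67e-08). *LHCB1.4* belongs to a family of close copies, so reads could have been divided between them. *STM* (AT1G62360, chromosome 1, 23058582 to 23062063) was at least 38.7-fold higher in *glk* and at least 21.4-fold higher in *Atepl1-2* than in WT.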

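The gene descriptions in the RefSeq annotation of TAIR10.1 were searched for terms, chosen after the data had been seen, and each term was counted among downregulated genes and among all tested nuclear genes that have a description of that kind. The background was 11982 genes for cell compartments. The term chloroplast was found in 821 of 1924 genes downregulated in *Atepl1-2* (42.7%) and 724 of 1745 in *Ateaf1-1* (41.5%), against 19.8% of the background. The FDR of Fisher's exact test, adjusted over 80 tests, was 3.56e-141 and 9.74e-114, respectively. Genes are not independent replicates, and these p-values take them as if they were. Of 278 genes described as located in the thylakoid, 168 were downregulated in *Atepl1-2* and 180 in *Ateaf1-1*. Of the 67 genes described as involved in photosynthesis, 55 and 48 were downregulated (FDR 2.48e-32 and 1.29e-25 from the same test). Among 24 genes of the chlorophyll biosynthetic process, 19 were downregulated in *Atepl1-2* (FDR 4.03e-11) and 14 in *Ateaf1-1* (FDR 2.18e-06). With the label set as a term in the fit, the chloroplast share of downregulated genes moved most, to 38.3% in *Atepl1-2* and 37.8% in *Ateaf1-1*. In the first label set alone it was 36.3%. Terms for growth were not analysed here.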

For *Atepl1-2* and *Ateaf1-1*, Gene ontology analysis of the downregulated gene groups (1945 and 1771 uniquely mapped IDs, respectively) revealed significant enrichment with genes associated with chloroplasts, photosynthesis and growth (Fig. 3a and Supplementary Data 7–9). The upregulated gene groups (2077 and 1703 IDs for *Atepl1-2* and *Ateaf1-1*, respectively) were significantly enriched in genes functionally related to responses to biotic and abiotic stimuli (Fig. 3a, b and Supplementary Data 10–12). 

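Among genes upregulated in *Atepl1-2*, 92 of the 387 tested genes described as involved in the defense response were found (FDR 2.11e-04 from Fisher's exact test over the same 80 tests). In *Ateaf1-1* there were 88 (FDR 3.80e-06). Of 23 genes described as responding to salicylic acid, 11 were upregulated in *Atepl1-2* (FDR 8.65e-04) and 10 in *Ateaf1-1* (FDR 1.08e-03). For the abiotic term water deprivation, 10 and 8 of 74 genes were upregulated (FDR 0.697 and 0.688), while 22 were downregulated in *Ateaf1-1* (FDR 1.30e-03). For wounding, 16 and 15 of 59 genes were upregulated (FDR 0.0508 and 0.0245), and 15 were downregulated in *Ateaf1-1* (FDR 0.0398). With the label set as a term, neither passed among downregulated genes of *Ateaf1-1*. Water deprivation had 15 genes there (FDR 0.140) and wounding 9 (FDR 0.631). Wounding among upregulated genes then had an FDR of 0.110 in *Atepl1-2* and 0.0403 in *Ateaf1-1*. Over the 8 biotic stress markers of Supplementary Fig. 6, the median log2 fold change was 2.38 in *Atepl1-2* and 2.21 in *Ateaf1-1*, and 6 and 7 of them were upregulated, respectively. Adjusted over the list alone, 7 passed in each mutant. In the first label set fitted alone, the median in *Atepl1-2* was 4.75 and all 8 markers were upregulated. *PR1* (AT2G14610, TAIR10.1 chromosome 2, 6241640 to 6242541) was at 1724 ± 585.3 CPM (SD, n = 3) in *Atepl1-2* and 1.02 ± 1.06 (SD, n = 4) in WT, a log2 fold change of 10.71 (standard error 0.99, edgeR FDR 2.21e-06). *PAD4* (AT3G52430, chromosome 3, 19431095 to 19434450) had log2 fold changes of 3.24 in *Atepl1-2* (standard error 0.23, edgeR FDR 2.42e-07) and 2.76 in *Ateaf1-1* (standard error 0.23, edgeR FDR 1.01e-06). *PDF1* (AT5G44420, chromosome 5, 17906968 to 17907638) did not pass in *Atepl1-2* of the second label set against all 4 WT libraries (log2 fold change 1.17, standard error 0.73, edgeR FDR 0.211) but rose within the first (5.81, standard error 0.54, edgeR FDR 1.39e-05). An interaction of genotype and label set in edgeR, chosen after the data had been seen, gave an FDR of 0.00339, but its effect in the second label set (log2 fold change −0.05) rests on WT replicate 4 alone. In *glk*, 4 markers were downregulated and none was upregulated. As a set, the markers gave a camera FDR of 1.51e-05 in *Atepl1-2*, 6.03e-06 in *Ateaf1-1* and 0.0189 in *glk*, adjusted over 24 set tests with a preset correlation of 0.01. All 24 held under fry. When the correlation was estimated from the data, 4 held, among them the markers in both NuA4 mutants (FDR 0.0348 in each), and the other 20 did not. The fall of the markers in *glk* also did not hold without WT replicate 4 (FDR 0.0962), without *glk* replicate 3 (FDR 0.0626) or with the label set as a term (FDR 0.266).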

Biotic stress marker genes were also induced in *Atepl1-1* seedlings, which rationally rules out the possibility of their activation by deteriorating external conditions over extended growth periods (Supplementary Fig. 6). 

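*Atepl1-2* and *Ateaf1-1* were each compared with the same WT libraries, so an error in the WT values moves both comparisons in the same direction. Of the 2593 genes downregulated in *Ateaf1-1*, 1814 (70.0%, 95% Wilson interval 68.2 to 71.7) were downregulated in *Atepl1-2*. Of the 2818 upregulated genes, 2160 (76.7%, interval 75.1 to 78.2) were upregulated. These intervals take genes as independent and do not cover differences between libraries or fits. Across genes, the log2 fold changes of both mutants were correlated at r = 0.898. In 5 simulated data sets in which no genotype differed, the shared WT libraries alone gave r = 0.460 to 0.481 and 0 genes passed in any mutant. When only the label sets differed in the simulation, r was 0.876 to 0.888, with at most 2 genes passing in *Atepl1-2* and 1 in *Ateaf1-1*. The label set as a term moved the shares most, to 81.1% of downregulated and 83.9% of upregulated genes. Without WT replicate 4, the share of downregulated genes was 74.4%. Of 3975 genes that changed in both mutants, 1 changed in opposite directions.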

Of the genes downregulated and upregulated in *Ateaf1-1*, 72.7% and 77.6% were also downregulated and upregulated in *Atepl1-2*, respectively (Fig. 3b). In contrast to the differential expression pattern in the NuA4 mutants, the genes that were differentially expressed in *glk* relative to WT control plants were predominantly downregulated (807 vs. 428 IDs, Fig. 3b). 

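Downregulated genes made up 64.0% of the changed genes in *glk* and 47.9% in *Ateaf1-1*. The excess in *glk* depended on the scale. On log2(TPM + 1), where the median log2 fold change over all genes was 0.27, 28.5% of the changed genes in *glk* were downregulated, 515 genes. With nuclear TPM rescaled to one sum, a choice made after seeing the data, the median was 0.32 and the share 18.5%. On counts with the label set as a term, the share was 71.5%, with 1018 genes downregulated and 406 upregulated. Leaving out WT replicate 4 gave 2433 downregulated and 1741 upregulated genes, and leaving out *glk* replicate 3 gave 725 and 368.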

The overlap between the genes with changed expression in *Atepl1-2* and *glk* was relatively small: only 31.7% and 46.7% of the genes down- and upregulated, respectively, in *glk* were also adequately deregulated in *Atepl1-2*. 

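The 437 genes downregulated in both *glk* and *Atepl1-2* were 28.3% of the genes downregulated in *glk*, and the 443 genes upregulated in both were 51.1% of those upregulated in *glk*. Across genes, the log2 fold changes were correlated at r = 0.363, and at 0.472 without WT replicate 4. The shared WT libraries gave 0.453 to 0.479 in simulated data without differences between genotypes, and 0.874 to 0.886 where only the label sets differed. Of 1160 genes that changed in both mutants, 280 changed in opposite directions. The share of downregulated genes rose to 43.5% without WT replicate 4 and fell to 21.3% without WT replicate 7. In fits of only the 2 genotypes compared, chosen here after seeing the data, the shares were 21.5% and 31.0%.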

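In *glk*, 157 of 946 downregulated nuclear genes with a described compartment (16.6%) were described as located in the chloroplast, fewer than in the background (odds ratio 0.792, FDR 0.0181 from Fisher's exact test), where in *Atepl1-2* the odds ratio was 4.08. The depletion in *glk* did not pass in limma-voom calls (18.1%, FDR 0.323) or with the label set as a term (17.5%, FDR 0.228). By contrast, 37 of 978 downregulated genes in *glk* with a described process (3.78%) were photosynthesis genes (odds ratio 14.6, FDR 9.00e-23), against 2.88% in *Atepl1-2* (odds ratio 25.3) and 2.77% in *Ateaf1-1* (odds ratio 15.6). With the label set as a term, these odds ratios were 15.8, 24.1 and 8.24, respectively. For the thylakoid, 41 genes were downregulated in *glk* (FDR 2.64e-04). The differences between the mutants in these shares were not tested, and the same WT libraries enter all of them.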

Surprisingly, the genes that were downregulated in *Atepl1-2* and *Ateaf1-2* showed a higher association with chloroplasts and photosynthesis than the genes that were downregulated in *glk* (Fig. 3b and Supplementary Fig. 7). 

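The 4 gene groups of Fig. 3c, fixed from the paper, comprised genes of chlorophyll biosynthesis (28 tested), photosystem I (21), photosystem II (27) and nuclear genes of plastid ribosomal proteins (38). The median log2 fold change of the chlorophyll group was −1.76 in *Atepl1-2*, −1.56 in *Ateaf1-1* and −1.11 in *glk*, with 24, 17 and 17 genes downregulated. Adjusted over the list alone, the numbers that passed were 25, 19 and 18. For photosystem I the medians were −1.55, −1.28 and −1.81, with 19 genes downregulated in each mutant, and 20 in each adjusted over the list alone. Photosystem II had medians of −1.60, −1.30 and −1.93, with 23, 20 and 21 genes downregulated and, in *glk*, 1 upregulated. Adjusted over the list alone, 24, 22 and 23 passed. The plastid ribosomal protein genes had medians of −2.28 in *Atepl1-2* and −2.34 in *Ateaf1-1*, with 37 and 38 of 38 genes downregulated. In *glk* the median was −0.50 and 0 genes were downregulated, over all genes and adjusted over the list alone, although 24 had an unadjusted p under 0.05 and all 38 were below 0, between −0.91 and −0.05. Compared directly, 36 of the 38 genes were higher in *glk* than in *Ateaf1-1*, with a median log2 fold change of 1.82. In *glk*, camera gave these genes an FDR of 4.80e-07 as a set, which did not hold with an estimated correlation (FDR 0.213). The set FDR was 1.03e-25 in *Atepl1-2* and 4.91e-28 in *Ateaf1-1*, and 8.48e-19 for each photosystem in *glk*. Without correction for correlations between genes these values would overstate the evidence, and none of those 4 held when the correlation was estimated. *RPS1* (AT5G30510, TAIR10.1 chromosome 5, 11619000 to 11621298) was at 67.4 ± 3.94 CPM (SD, n = 3) in *Atepl1-2*, 97.1 ± 14.7 (SD, n = 3) in *Ateaf1-1*, 216.8 ± 2.57 (SD, n = 3) in *glk* and 272.8 ± 25.7 (SD, n = 4) in WT. Its log2 fold changes were −2.07 (standard error 0.18, edgeR FDR 1.49e-06), −1.55 (edgeR FDR 1.76e-05) and −0.34 (edgeR FDR 0.181), respectively. *PORA* (AT5G54190, chromosome 5, 21990864 to 21992814), a chlorophyll gene, had log2 fold changes of −4.38 in *Atepl1-2* (standard error 0.44, edgeR FDR 4.60e-06), −4.31 in *Ateaf1-1* and −5.72 in *glk*. *HEMA1* (AT1G58290) passed in *Atepl1-2* (log2 fold change −2.05, edgeR FDR 0.00227) and *glk* (−2.16, FDR 0.00395) but not in *Ateaf1-1* (−1.03, FDR 0.0692), where its sign changed with the label set as a term (0.48). The medians of the 4 groups set mutants of the second label set against all 4 WT libraries. A fit of *Atepl1-2* and WT by label set gave other *Atepl1-2* medians. In the first label set they were −1.53 (chlorophyll), −1.27 (photosystem I), −1.48 (photosystem II) and −2.69 (plastid ribosomal proteins). In the second, against WT replicate 4 alone, they were −1.22, −0.82, −0.90 and −1.91. Except for −2.69, these are smaller changes than the *Atepl1-2* medians above.

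**Figure D1:**
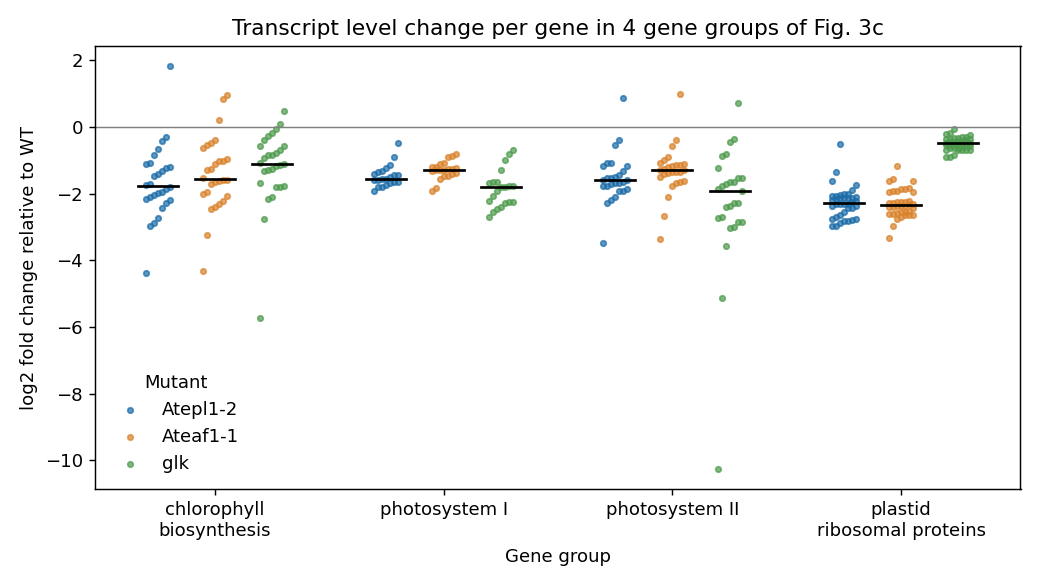
Log2 fold change against WT of each gene of the 4 groups in *Atepl1-2*, *Ateaf1-1* and *glk*, with 1 point per gene and black bars at the medians. The medians of the plastid ribosomal protein genes are −2.28, −2.34 and −0.50. Mutants of the second label set are set against all 4 WT libraries.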

Upon closer examination of four manually curated groups of functionally related genes, we found that both NuA4 and GLKs contribute to the expression of nuclear genes encoding proteins involved in chlorophyll biosynthesis and light harvesting, whereas the expression of nuclear plastid ribosomal protein genes (npRPGs) depends only on NuA4 (Fig. 3c). Overall, these observations are in agreement with the results of our genetic analyses, suggesting largely independent roles for NuA4 and GLKs in chloroplast development and maintenance.

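Compared directly, 2511 genes were lower and 1986 were higher in *glk* than in *Ateaf1-1*, 3 libraries each from the second label set (edgeR FDR under 0.01, at least 1.5-fold). The count of higher genes was 1269 without *glk* replicate 3 and 1315 without *Ateaf1-1* replicate 3. On log2(TPM + 1), where the median over all genes was −0.28, 85.2% of the genes that differed were lower in *glk*, against 55.8% from the counts. With nuclear TPM rescaled to one sum, an alternative chosen after seeing the data, the majority reversed, with 1547 lower (45.2%) and 1873 higher. The log2 fold changes of *glk* and *Ateaf1-1* against WT were correlated across genes at r = 0.417, and at 0.518 without WT replicate 4. Simulated data in which neither mutant differed from the WT libraries they share gave 0.457 to 0.477, and 0.875 to 0.882 where only the label sets differed. Stress markers were lower in *glk* (median log2 fold change −3.55, 7 of 8 passing), and the chlorophyll group was higher (0.44, with 10 genes higher and 2 lower). The photosystem groups went the other way, with a median of −0.63 for photosystem I (4 genes lower) and −0.91 for photosystem II (10 lower, 3 higher). From its own comparisons of the mutants with WT, together with its genetic analyses, the paper proposes that NuA4 and GLKs have largely independent roles in chloroplast development and maintenance.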

**Fig. 3:**
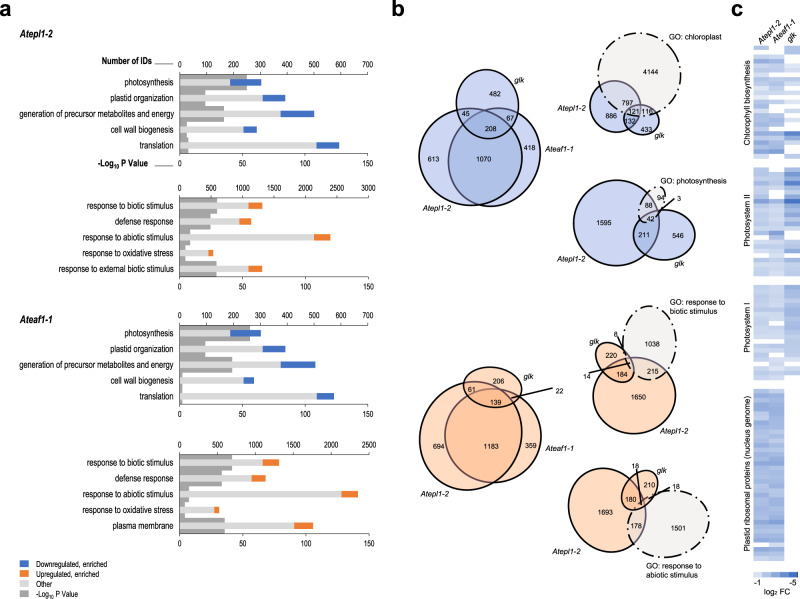
NuA4 influences the expression of chloroplast-related and stress-responsive genes. **a** Gene ontology enrichment analysis of the down- and upregulated genes in *Atepl1-2* and *Ateaf1-1*. The five representative GO categories displayed in each graph were selected manually from the lists presented in Supplementary Data 8 and 11. Gene enrichment analyses were performed using the PANTHER overrepresentation test. **b** Area-proportional Venn diagrams illustrating the overlap between genes exhibiting an expression change in the same direction in the *Atepl1-2*, *Ateaf1-1* and *glk1* mutants as well as the gene sets representing particular GO categories. All numeric values indicate the numbers of genes present in a single sector of the diagram rather than the total values for the sets. **c** Relative transcript levels (log_2_ FC) of the genes encoding four selected groups of chloroplast proteins in *Atepl1-2*, *Ateaf1-1*, and *glk*. Empty fields indicate a lack of significant change. Source data are provided as a Source Data file.

### AtEPL1 is a subunit of the plant NuA4 catalytic module

To further explore the molecular basis of the observed phenotypes of plant NuA4 mutants, we first had to test whether the physical interactions of AtEPL1 and AtEAF1 follow the predictions based on sequence homology to yeast proteins. In yeast, EPL1 interacts directly with the catalytic subunit of the complex, which in Arabidopsis is represented by HAM1 and HAM2^40^. We produced recombinant GST-AtEPL1A, GST-AtEPL1B, His-HAM1, and His-HAM2 in bacteria and performed a pull-down assay. Both AtEPL1 were specifically pulled down by both HAM, as no GST signal was detected in the eluate either after His-GFP was used as bait or when no bait was used (Fig. 4a). We confirmed all interactions detected by pulldown using far western blotting (FWB), which indicated that AtEPL1A and AtEPL1B interact directly and interchangeably with HAM1 and HAM2 (Fig. 4b).

**Fig. 4:**
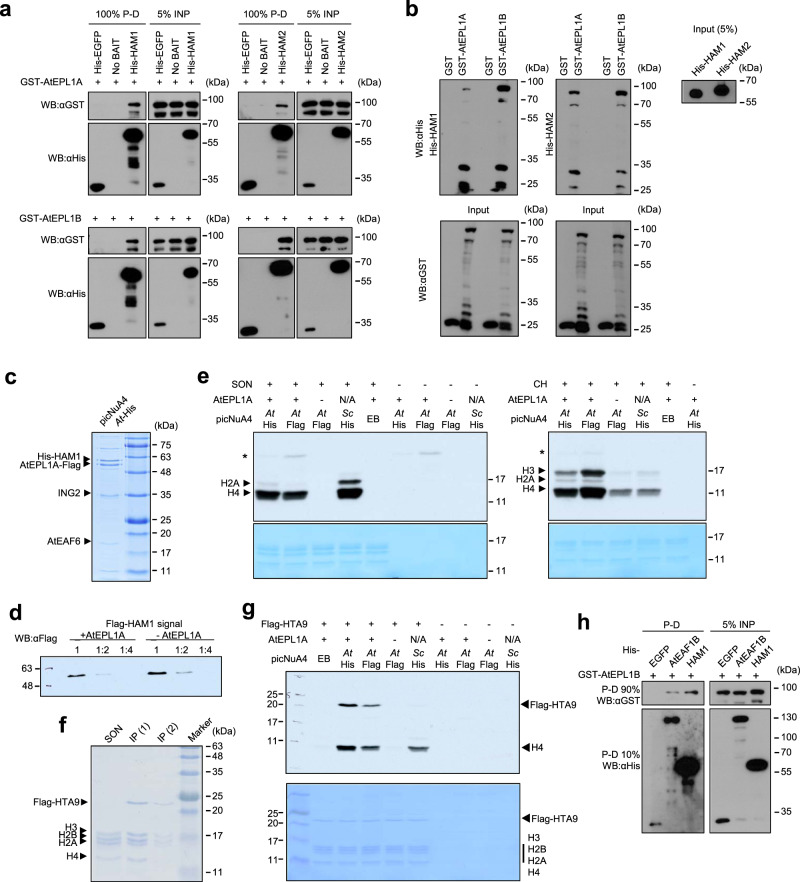
AtEPL1 interacts directly with the catalytic and platform subunits of Arabidopsis NuA4 and supports nucleosomal H4 and H2A.Z acetylation in vitro. **a** Pulldown assay showing the interaction between the recombinant AtEPL1 and HAM paralog pairs expressed in bacteria. Pull-down and input are abbreviated P-D and INP, respectively. **b** Interactions between AtEPL1s and HAMs were analyzed by far western blotting. After SDS–PAGE and western blotting of free GST and GST-AtEPL1A/B, the upper membranes were sequentially incubated with His-HAM1/2 and anti-His antibodies, whereas the lower membranes were incubated with an anti-GST antibody. The lower bands in the upper panels most likely indicate the interaction of HAM1/2 with partially degraded AtEPL1B. **c** Purification of recombinant *A. thaliana* picNuA4 from bacteria (Coomassie staining). A 6×His tag fused to HAM1 was used for purification on cobalt affinity resin. The numbers in the brackets indicate the expected molecular weights of the recombinant picNuA4 subunits. **d** Western blot showing Flag-HAM1 normalized protein levels in purified fractions from bacteria producing *At* picNuA4 complexes with and without AtEPL1A. Both fractions retained the Flag-HAM1 signal after ING2-His purification, indicating that AtEPL1A is not required for HAM1 binding. **e** In vitro assay of the HAT activity of recombinant *A. thaliana* (*At*) picNuA4 toward short oligonucleosomes (SONs) and free core histones (CHs). Recombinant *S. cerevisiae* (*Sc*) picNuA4 was used as a positive control. *At*-His corresponds to the purified His-HAM1 complex, and *At*-Flag indicates two versions of the Flag-HAM1-purified complex (see Supplementary Fig. 8a), with and without AtEPL1A, as shown in **d**. Autoacetylation on AtEAF6 is highlighted with an asterisk. **f** Immunoprecipitation (IP) of Flag-conjugated Arabidopsis H2A.Z protein (Flag-HTA9) from chromatin extract resulted in the isolation of human nucleosomes containing Arabidopsis H2A.Z. IP (1) and IP (2) correspond to Flag peptide eluates 1 and 2, respectively. SONs were used as a control. **g** In vitro assay of the HAT activity of recombinant *A. thaliana* picNuA4 toward Arabidopsis H2A.Z histone (FLAG-HTA9)-containing oligonucleosomes. Three versions of *At* picNuA4 were used, similar to the procedure in **f**. Only complexes containing AtEPL1A efficiently acetylated nucleosomal HTA9. *Sc* picNuA4 was used as a control with no activity towards HTA9. **h** Pull-down assay showing the interaction between AtEPL1B and a fragment of AtEAF1B corresponding to AAs 430-1322. HAM1 was used for comparison. All proteins were expressed in bacteria as either GST or 6×His fusions. Source data are provided as a Source Data file.

To determine whether Arabidopsis picNuA4 is capable of nucleosomal histone acetylation, we coexpressed HAM1, AtEPL1A, ING2, and AtEAF6 and used the recombinant complex for an in vitro histone acetylation (HAT) assay (Fig. 4c–g). Notably, the use of HAM1, AtEPL1A, or ING2 as bait for complex purification resulted in the recovery of all recombinant picNuA4 subunits, which confirmed that these four plant proteins interact physically to form a complex homologous to yeast picNuA4 (Fig. 4c and Supplementary Fig. 8a). The in vitro HAT assay confirmed the activity of Arabidopsis picNuA4 on native short oligonucleosomes (SONs). As expected, tritium-labeled acetyl groups were more efficiently transferred to histones H2A and H4, showing a significant preference for the latter, seemingly more in the Arabidopsis complex than in the yeast complex (Fig. 4e). When the complex was isolated based on ING2, HAM1 was recovered from both AtEPL1A-expressing bacterial strains and samples lacking this protein (Fig. 4d and Supplementary Fig. 8a). However, HAT assays on the obtained isolates showed that the presence of AtEPL1A is essential for the activity of the complex on chromatin (SONs) and that the complex shows significantly reduced activity on free core histones (CHs) (Fig. 4e and Supplementary Fig. 8b).

Next, we checked whether plant picNuA4 is also capable of performing H2A.Z acetylation. As mammalian H2A.Z differs from its Arabidopsis counterpart in the N-terminal tail, which is the target for acetylation (Supplementary Fig. 9), we generated a stable K562 cell line expressing the major Arabidopsis H2A.Z gene, HTA9, tagged with 3×FLAG, from the *AAVS1* locus^41^. Fractionation of chromatin followed by affinity purification with an anti-FLAG antibody proved that Arabidopsis H2A.Z is effectively incorporated into nucleosomes in the mammalian system (Fig. 4f). HAT assays showed that Arabidopsis picNuA4 can efficiently target H2A.Z in chromatin and requires AtEPL1 for this acetyltransferase activity (Fig. 4g). All results of the HAT assays were consistent with observations made in yeast^42,43^ and provide strong evidence for the evolutionary conservation of the subunit composition and the activity of the picNuA4 complex between budding yeast and plants.

### AtEPL1 interacts with the regulatory module of NuA4

PicNuA4 interacts with the targeting module of yeast NuA4 through contact between the EPcB domain of EPL1 and EAF1. Our phenotypic analyses of the *Atepl1-3* and *Ateaf1-1* mutants suggested that AtEAF1 and the EPcB domain of AtEPL1 are crucial elements of the plant NuA4 complex. To obtain biochemical confirmation of this observation, we performed tandem AP-MS/MS, in which we used the *Atepl1-1* mutant complemented with the *pAtEPL1B::AtEPL1B-TAP* construct. The experiment was performed twice on hydroponically grown seedlings. Notably, among the 15 proteins that were specifically copurified with AtEPL1B in both experiments, 12 were homologs of yeast NuA4 subunits, including EAF1 and ESA1 (Table 1 and Supplementary Data 13–16). This result confirms and improves on previously published findings regarding potential interacting proteins of AtEPL1B^18^ and other putative subunits of *A. thaliana* NuA4^16–18,44^ (Table 1). In particular, tandem AP-MS/MS resulted in a low total number of interacting proteins but a high number of NuA4 subunit homologs, indicating high specificity (Table 1 and Supplementary Data 13–14). In fact, our analysis identified only 5 proteins that showed no homology to yeast NuA4 subunits as potential AtEPL1B interacting proteins. Two of these proteins, AOG2 and BRD6, were previously copurified with *A. thaliana* NuA4 subunits, albeit within much larger pools of additional interacting proteins (Table 1)^16,18,45^. Interestingly, the uncharacterized bromodomain protein BRD6^40^, which was previously copurified with SWC4^16^ and HAM1^18^ (Table 1), is orthologous to BRD8, a subunit of the human homolog of NuA4^46^, according to the PANTHER classification system^47,48^, indicating a possible role of BRD6 as an accessory subunit of plant NuA4.

**Table 1:** TAP-MS data for AtEPL1B combined with metaanalysis of the previously published AP-MS experiments using NuA4 subunits as baits.

	*Sc* name	*At* gene	*At* name	AtARP4	AtARP4	AtSWC4	HAM1	HAM2	AtEPL1A	AtEPL1B	AtYAF9A	AtEPL1B
Complexes	–	–	–	NuA4, SWR1, SWI/SNF, INO80	NuA4, SWR1, SWI/SNF, INO80	NuA4, SWR1	NuA4, PEAT	NuA4, PEAT	NuA4	NuA4	NuA4, SWR1	**NuA4**
Model	–	–	–	Cell culture	Cell culture	Cell culture	Seedlings	Seedlings	Seedlings	Seedlings		**Seedlings**
Promoter	–	–	–	CaMV35S	UBQ10	UBQ10	Native	Native	Native	Native	CaMV35S	**Native**
Tag	–	–	–	GS TAP tag	Strep	Strep	Myc	Myc	Flag	Flag	GH TAP tag	**GS TAP tag**
Reference	–	–	–	Vercruyssen	Bieluszewski	Bieluszewski	Tan	Tan	Tan	Tan	Crevillen	**This work**
Conserved NuA4 subunits	**ARP4**	AT1G18450	AtARP4	+	+	+	+	+	+	+	+	**2/1.78**
		AT1G73910	AtARP4A	–	+	+	–	–	–	–	–	–
	**SWC4**	AT2G47210	AtSWC4	–	+	+	+	–	+	+	+	**2/1.63**
	**YAF9**	AT5G45600	AtYAF9A	+	+	+	+	+	+	+	+	**2/1.42**
		AT2G18000	AtYAF9B	–	–	+	–	–	–	+	–	–
	**EAF1**	AT3G24880	AtEAF1A	–	+	+	+	+	+	+	+	**2/0.42**
		AT3G24870	AtEAF1B	–	+	+	+	–	–	–	–	**2/0.43**
	**TRA1**	AT2G17930	AtTRA1A	–	–	–	–	–	+	+	–	**2/0.37**
		AT4G36080	AtTRA1B	–	–	+	–	+	+	+	–	**2/0.44**
	**ESA1**	AT5G64610	HAM1	–	+	+	+	–	+	+	+	**2/0.95**
		AT5G09740	HAM2	–	–	+	–	+	–	–	–	1/0.16
	**EPL1**	AT1G16690	AtEPL1A	–	–	+	+	–	+	–	–	–
		AT1G79020	AtEPL1B	–	+	+	–	+	–	+	–	**2/2.22**
	**YNG2**	AT1G54390	AtING2	–	+	+	+	–	+	+	–	**2/1.50**
	**EAF6**	AT4G14385	AtEAF6	–	+	+	+	–	+	+	–	**2/1.96**
	**EAF3**	AT4G37280	MRG1	–	–	+	+	–	–	–	–	**2/0.29**
		AT1G02740	MRG2	–	–	–	–	–	–	–	–	–
	**EAF5**	–	–	–	–	–	–	–	–	–	–	–
	**EAF7**	AT1G26470	AtEAF7	–	–	+	–	–	–	–	–	–
**Additional AtEPL1B interactors detected here**		AT2G31810	AHASS1	–	–	–	–	–	–	–	–	**2/0.21**
		AT3G07810	AOG2	–	–	–	+	–	–	–	–	**2/0.18**
		AT3G60110	BRD6	–	–	+	+	–	–	–	–	**2/0.06**
		AT1G48520	GATB	–	–	–	–	–	–	–	–	1/0.06
		AT1G26570	UGD1	–	–	–	–	–	–	–	–	1/0.04
**Number of additional bait-specific hits**				2	454	1104	331	280	96	241	114	**0**

*NSAF* normalized spectral abundance factor.

Numbers in the rightmost column indicate the number of biological replicates (out of two) in which the protein was detected as well as its relative abundance in the final eluate analyzed by mass spectrometry.

Values in bold indicate proteins for which peptides were detected in both biological replicates.

To test whether AtEPL1 interacts with the targeting region of NuA4 through direct binding to AtEAF1, we performed a pulldown assay in which a His-tagged fragment of AtEAF1B corresponding to AAs 430-1322, His-HAM1 (positive control), or His-EGFP (negative control) was used as bait and GST-AtEPL1B was used as prey. Only His-AtEAF1B and His-HAM1 were able to pull-down GST-EPL1B, which confirmed the direct physical interaction between AtEPL1B and AtEAF1B (Fig. 4h). These results support our homology-based model in which AtEPL1 and AtEAF1 interact directly to provide a scaffold for the assembly of the plant NuA4 complex.

### NuA4 acetylates H4 and H2A.Z and stimulates H2A.Z deposition

To determine whether *Atepl1-2* plants display decreased acetylation of H4 (H4K5ac, H4K8ac, H4K12ac, and H4K16ac) and H2A.Z in vivo, we performed ChIP-qPCR on selected genes whose expression was decreased in *Atepl1-2* (Supplementary Fig. 10). As expected, all tested forms of acetylation were significantly reduced in the mutant. Among NuA4-acetylated H4 residues, H4K5ac was the most enriched.

In yeast, H2A.Z incorporation into nucleosomes can be stimulated by NuA4-dependent H4 acetylation^49^. Therefore, we sought to determine whether the lack of functional AtEPL1 results in H2A.Z loss from chromatin, which could affect gene expression. To this end, we checked the levels of HTA9, the major isoform of H2A.Z in Arabidopsis, by ChIP-qPCR at several loci (Supplementary Fig. 10). We found that HTA9 levels were significantly reduced in the *Atepl1-2* mutant (Supplementary Fig. 10). We also crossed *Atepl1* with mutants of two genes directly involved in H2A.Z deposition, *ARP6* and *MBD9*^20,21,50,51^; however, both triple mutations (*Atepl1-2 arp6* and *Atepl1-2 mbd9*) were synthetically lethal (Supplementary Table 8).

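Chromatin of *Atepl1-2* and WT plants was immunoprecipitated for H3, H3K9ac, H4K5ac, H2A.Zac and, with an antibody against the H2A.Z protein HTA9, total H2A.Z, and the DNA was sequenced from one end. Before immunoprecipitation, 2% of chromatin from mouse embryonic fibroblasts was added. The authors trimmed the reads, mapped them with BWA-MEM to the Arabidopsis and mouse genomes and removed duplicates. The deposited mapping table gives, for 25 libraries, the total and mapped reads, the number of Arabidopsis reads that remained after duplicates were removed and the number of mouse reads. There are 3 WT and 3 *Atepl1-2* libraries for H3 and H4K5ac, 3 and 2 for H3K9ac, and 2 and 2 for H2A.Z and for H2A.Zac. From these counts, the fraction of mouse reads and the log2 ratio of Arabidopsis to mouse reads were calculated, and groups were compared with two-sided exact permutation tests. The smallest p that these tests allow is 0.1 with 3 libraries against 3 or 2 and 0.333 with 2 against 2, so none can go below 0.05. Occupancy at single genes was not analysed here.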

To obtain insight into global chromatin changes, we performed chromatin immunoprecipitation followed by DNA sequencing (ChIP-seq) of *Atepl1-2* and WT plants grown under the same conditions as the plants used for RNA-seq. We profiled two modifications that we showed are catalyzed by plant NuA4 (H4K5ac and H2A.Zac) and one activating modification catalyzed primarily by other HATs (H3K9ac). To profile H2A.Zac, we used an antibody raised against human H2A.Zac, which was shown to recognize also Arabidopsis H2A.Zac (Crevillén et al.^17^; Supplementary Fig. 8C). In addition, we profiled both total H2A.Z to better understand the relationship between its acetylation and chromatin deposition and unmodified H3 to observe potential alterations in nucleosome occupancy. Due to expected global changes in epitope abundance, we included a predetermined amount of mouse chromatin in our ChIP experiments as a reference (spike-in).

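The number of mouse reads per library was between 380419 and 660968 for H3, 145810 and 251640 for H3K9ac, 454494 and 1206501 for H4K5ac, 229178 and 1068660 for H2A.Z, and 1627452 and 5688685 for H2A.Zac. Arabidopsis reads after removal of duplicates were between 12308123 and 15444681 for H3. For H2A.Z they were between 2038346 and 2069155 in *Atepl1-2* and between 11366608 and 16278035 in WT. For H2A.Zac they were between 861739 and 1204523 in *Atepl1-2* and between 5037495 and 9515763 in WT. At these depths the counting error of a mouse fraction is far smaller than the difference between replicates. For example, the fractions of H4K5ac in 2 WT libraries, numbered 2_1 and 2, were 0.0358 (95% Wilson interval 0.0357 to 0.0359) and 0.0568 (0.0567 to 0.0569). Such intervals cover counting error only.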

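A larger mouse fraction means fewer Arabidopsis reads for a given amount of mouse chromatin. For H2A.Z the mouse fraction was 0.106 ± 0.00636 (SD, n = 2) in *Atepl1-2* and 0.0638 ± 0.00311 (SD, n = 2) in WT, and for H2A.Zac it was 0.644 ± 0.0134 (SD, n = 2) and 0.399 ± 0.185 (SD, n = 2). In each case both mutant libraries analysed here were above both WT libraries (exact permutation test, p = 0.333, the smallest possible). Supplementary Table 10 also lists libraries that the authors left out for low coverage. By the paper's values, a left-out WT library had a larger H2A.Z mouse fraction than both mutant libraries used here, and a left-out *Atepl1-2* library a still larger one. For H2A.Zac a left-out WT library lay between the mutant libraries. With these libraries the genotypes would overlap. On the log2 scale, the ratio of Arabidopsis to mouse reads fell by 0.79 for H2A.Z and by 1.49 for H2A.Zac. As a difference in mouse fraction, H2A.Zac was higher by 0.245 in *Atepl1-2*, by 0.114 without WT replicate 1 and by 0.376 without WT replicate 3. For H4K5ac the mouse fraction was 0.134 ± 0.0421 (SD, n = 3) in *Atepl1-2* and 0.0634 ± 0.0314 (SD, n = 3) in WT (exact permutation test, p = 0.2, where 0.1 is the smallest possible), and the log2 ratio fell by 1.26. Of the WT libraries, those numbered 2_1 and 2 may not be independent replicates. With their mean as 1 replicate, the difference in mouse fraction was 0.0619 rather than 0.0704 (exact permutation test, p = 0.3). The alternative that moved the differences most took Arabidopsis reads before duplicates were removed and left the mouse reads as they were. It reversed the direction for H2A.Z, with a difference of −0.0189, and for H2A.Zac, with −0.0504, because duplicates made up more of the mapped reads in the mutant.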

In the *Atepl1-2* mutant, the total H2A.Z, H4K5ac, and H2A.Zac levels were dramatically reduced (Fig. 5a). In contrast, the profile of H3K9ac in *Atepl1-2* overlapped well with that in WT plants, with only a slight increase within the peak downstream of the TSS (Fig. 5a). 

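For H3K9ac the mouse fraction was 0.0172 ± 0.00224 (SD, n = 2) in *Atepl1-2* and 0.0185 ± 0.00373 (SD, n = 3) in WT, a difference within the spread of the replicates (exact permutation test, p = 0.9, smallest possible 0.1). Supplementary Table 10 lists a further *Atepl1-2* library that the authors left out for low coverage. By the paper's value, its mouse fraction is above that of every WT library, and with it the mutant mean would be above that of WT. The log2 ratio of Arabidopsis to mouse reads was higher by 0.10 in *Atepl1-2*. The direction of the difference in mouse fraction, lower in the mutant, changed without WT replicate 4, when it was 0.000659, and without *Atepl1-2* replicate 3, when it was 0.000248. Relative to the H3 library with the same number, the log2 ratio of H3K9ac differed by −0.20 (exact permutation test, p = 0.6). Its size depended on single libraries, at −0.036 without *Atepl1-2* replicate 4, −0.067 without WT replicate 3 and −0.35 without *Atepl1-2* replicate 3.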

Interestingly, the average H3 occupancy in *Atepl1-2* showed an increase on both sides of the TSS (Fig. 5a).

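Over the whole genome, the mouse fraction of H3 was 0.0324 ± 0.00344 (SD, n = 3) in *Atepl1-2* and 0.0373 ± 0.00493 (SD, n = 3) in WT (exact permutation test, p = 0.2, smallest possible 0.1). This difference of −0.00483 kept its sign but changed in size. It was −0.00220 without WT replicate 4 and −0.00905 with replicate number as a block. The log2 ratio of Arabidopsis to mouse reads was 4.90 ± 0.15 (SD, n = 3) in *Atepl1-2* and 4.70 ± 0.20 (SD, n = 3) in WT, a difference of 0.20 (exact permutation test, p = 0.2). These totals do not resolve positions around the TSS.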

**Fig. 5:**
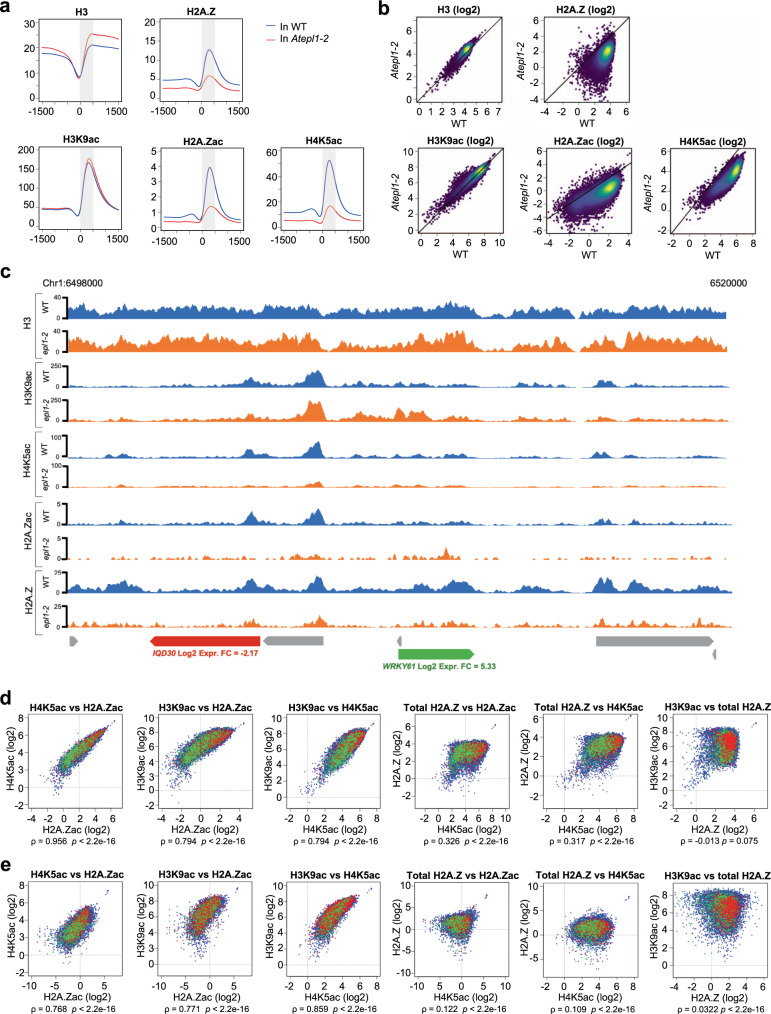
NuA4 acetylates H4 and H2A.Z and stimulates H2A.Z deposition on chromatin. **a** TSS-centered profiles of spike-in-normalized occupancy of H3, H2A.Z, H3K9ac, H4K5ac and H2A.Zac averaged over all genes expressed in WT Col-0 (*n* = 18,620). The values on the vertical axes are relative. The values on the horizontal axes indicate the chromosomal position relative to the TSS (i.e., negative values represent the promoter region, whereas positive values represent the gene body). To profile H2A.Zac we used an antibody raised against human H2A.Zac, which also specifically recognizes Arabidopsis H2A.Zac (Crevillén et al.^17^; Supplementary Fig. 8c). **b** Scatter plots showing differences in the H3, H2A.Z, H3K9ac, H4K5ac and H2A.Zac occupancy between *Atepl1-2* and WT. Each dot represents the log_2_-transformed ChIP-seq signal averaged over the first 500 bp downstream of the TSS (shaded in **a**) of a single gene in WT and *Atepl1-2*. The number of dots per pixel is color-coded. **c** A fragment of chromosome 1 showing spike-in-normalized H3, H2A.Z, H3K9ac, H4K5ac, or H2A.Zac occupancy across several loci. The particular chromosomal locations were chosen to illustrate changes in the chromatin environment coinciding with increased (green) or decreased (red) transcript levels vs. transcript levels with no significant change (gray). The values on the vertical axes are relative. **d** Scatter plots showing interrelationships between H2A.Zac, H4K5ac, H3K9ac and total H2A.Z occupancy in WT. Each dot represents the log_2_-transformed ChIP-seq signal averaged over the first 500 bp downstream of the TSS (shaded in **a**) of a single gene. The color of dots indicates gene transcriptional response in *Atepl1-2* (upregulation, green, downregulation, red, no change, blue). Spearman rank correlation values are shown below the plots. **e** As in **d**, but for *Atepl1-2*.

As the H2A.Z histone variant and the three acetyl marks were highly enriched downstream of the TSS in WT plants (Fig. 5a), we averaged the signal over the first 500 bp of each transcribed region and used these values to perform comparisons between individual genes. Total H2A.Z showed a global reduction in this window, although it was uneven, likely because of extensive differences among genes in the enrichment of this histone variant (Fig. 5b). Consequently, H2A.Zac also showed an extensive and uneven reduction for most genes (Fig. 5b). These results indicate that NuA4 is critical for H2A.Z deposition onto chromatin. 

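Genome-wide totals were also set against H3. The H3 libraries belong to the first label set and those of H2A.Z and H2A.Zac to the second, and whether libraries with the same number come from the same chromatin is not stated. Relative to the mean of the H3 libraries, the ratio of Arabidopsis to mouse reads was 1.99-fold lower in *Atepl1-2* than in WT for H2A.Z and 3.24-fold lower for H2A.Zac (2 libraries against 2, exact permutation test, p = 0.333 in each case, the smallest possible). With the H3 library of the same number, only 1 WT library remained for each, which leaves no replicate check, and the ratios were 1.99-fold and 1.75-fold lower. For H4K5ac, in the first label set like H3, the ratio was 2.74-fold lower with the H3 library of the same number (3 libraries against 2, exact permutation test, p = 0.1, the smallest possible). This log2 difference of −1.45 was −0.88 without WT replicate 2_1 and −2.03 without WT replicate 4. From the reduction of H2A.Z and H2A.Zac over genes in *Atepl1-2*, the paper concludes that NuA4 is critical for the deposition of H2A.Z onto chromatin.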

While H4K5ac in *Atepl1-2* showed a strong and almost uniform reduction in this window, H3K9ac was preserved in most genes, with few genes showing large changes (Fig. 5b).

Using the same data, we checked the interrelationships between individual histone modifications (Fig. 5d). All three histone acetylations correlate well with each other in WT, with the strongest correlation observed between H2A.Zac and H4K5ac, which is consistent with their dependence on NuA4. On the other hand, we did not observe any significant correlation between total H2A.Z enrichment and histone acetylations (including H2A.Zac). In *Atepl1-2*, the correlations between histone acetylations generally weakened (Fig. 5e).

### Loss of H4ac/H2A.Zac and gain of H3ac correlate with the *Atepl1-2* transcriptome changes

Given the general role of histone acetylation in transcriptional activity, we hypothesized that genes dysregulated in *Atepl1-2* should be especially noticeable in terms of their acetylation distribution, enrichment or change in the mutant. H4K5ac, H2A.Zac, and H3K9ac showed similar average genic distributions in both the WT and the *Atepl1-2* mutant, peaking at the +1 nucleosome, according to our ChIP-seq data. The average levels of all three forms of acetylation in WT plants were lower in dysregulated genes (log_2_ fold change < −1.5 or log_2_ > 1.5) than in all expressed genes (Fig. 6a). Notably, in the mutant background, the H3K9ac level was significantly increased in upregulated genes, but slightly decreased in downregulated genes (Fig. 6a and Supplementary Fig. 11). In addition, all expressed genes exhibited a moderate increase in H3K9ac in the mutant background. This pattern indicates that in the context of decreased acetylation of H4 and H2A.Z, increased H3 acetylation may maintain or even increase the expression of some genes.

**Fig. 6:**
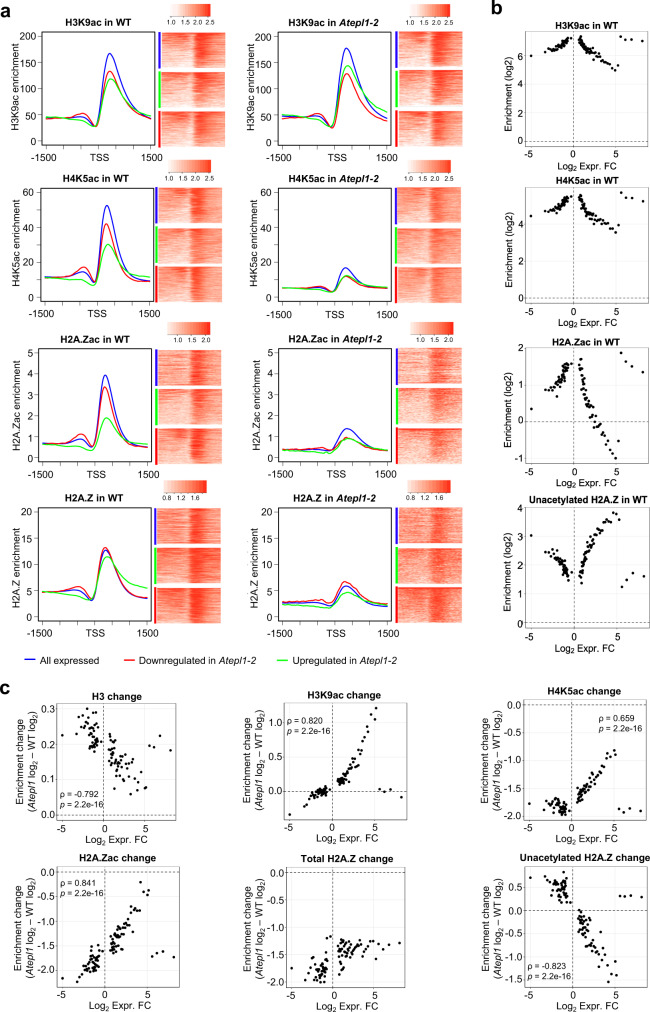
Gain of H3ac and loss of H4ac and H2A.Zac shape the *Atepl1-2* transcriptome. **a** Spike-in-normalized H3K9ac, H4K5ac, H2A.Zac, and total H2A.Z profiles at the TSS for all genes expressed in the WT (*n* = 18,620; blue) as well as for genes downregulated (*n* = 941; red) and upregulated (*n* = 1746; green) in *Atepl1-2*. For each pair of plots, the plot on the left shows the acetylation profiles as detected in the WT, while the plot on the right shows the modifications in the *Atepl1-2* mutant. The values on the vertical axes are relative. The values on the horizontal axes indicate the chromosomal position relative to the TSS. The heatmaps show the corresponding three groups of genes ordered according to the average enrichment level on a logarithmic scale. For the all expressed genes category, 2500 randomly selected genes are shown. **b** Scatter plots showing correlations between chromatin marks (H3K9ac, H4K5ac, H2A.Zac, and unacetylated H2A.Z occupancy in WT) and gene expression change (log_2_ fold change) as calculated by percentiles of expression change. Genes dysregulated in *Atepl1-2* (*n* = 5135) were sorted based on their fold change and divided into percentiles. For each percentile, the mean change in expression and the mean log_2_-transformed spike-in normalized ChIP-seq signal were calculated and plotted. To estimate values for non-acetylated H2A.Z, the ChIP-seq signal for acetylated H2A.Z were subtracted from the signal obtained for total H2A.Z. **c** Scatter plots showing correlations between changes in chromatin marks (H3, H3K9ac, H4K5ac, H2A.Zac, total H2A.Z, and unacetylated H2A.Z occupancy) and gene expression change (log_2_ fold change) as calculated by percentiles of expression change. Genes dysregulated in *Atepl1-2* (*n* = 5135) were divided into percentiles as in **b**. For each percentile, the mean change in expression and the mean difference in the level of the log_2_-transformed spike-in normalized ChIP-seq signal between WT and *Atepl1-2* were calculated and plotted. To estimate values for non-acetylated H2A.Z, the differences for acetylated H2A.Z were subtracted from the differences obtained for total H2A.Z. Spearman rank correlation values are shown below the plots.

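Among the *Atepl1-2* and WT libraries of the first label set (n = 3 each), 1522 genes were downregulated and 2097 were upregulated with an edgeR FDR under 0.01 and an absolute log2 fold change over 1.5. The downregulated count moved most on log2(TPM + 1), to 197. The upregulated count was 3390 on log2(TPM + 0.1). With nuclear TPM rescaled to one sum, an alternative chosen after seeing the data, it was 1024 and the total moved most, to 1434. On log2(TPM + 1) the median log2 fold change over all genes was 0.38. With the *Atepl1-2* libraries of the second label set and all 4 WT libraries, an alternative chosen after seeing the data, 1168 genes were downregulated, and 975 in a fit of only these groups. The paper does not state which of these libraries it used at this threshold.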

In parallel, we observed that all three gene groups (all expressed, downregulated and upregulated) displayed different H4K5ac and H2A.Zac levels in WT plants, with upregulated genes showing the lowest enrichment of the two modifications. In the *Atepl1-2* mutant background, all gene groups lost both acetylation marks, but the decreases were greatest in the downregulated genes (Fig. 6 and Supplementary Fig. 11). This finding suggests that in the absence of NuA4, the levels of nucleosomal H4K5ac and H2A.Zac drop below the threshold levels in certain genes, decreasing their transcriptional activity.

We then further investigated how gene expression changes in the *Atepl1-2* mutant corresponded to changes in H3, H4K5ac, H2A.Zac, total H2A.Z and H3K9ac enrichment. To this end, genes dysregulated in *Atepl1-2* (*n* = 5135) were sorted based on their fold change (FC) and divided into percentiles. For genes in each percentile, the averaged spike-in normalized signal over the first 500 bp of each transcribed region was used as histone modification enrichment measure. We observed an inverse correlation between histone acetylation and expression FC (Fig. 6b). Interestingly, this relationship was present when the histone modification enrichment was assessed both in WT and in the *Atepl1-2* background, and did not depend on the direction of the expression change (Fig. 6b and Supplementary Fig. 12). Based on these findings, we concluded that genes dysregulated in *Atepl1-2* are characterized by low basal level of histone acetylation in the +1 nucleosome of WT plants.

On the other hand, the level of total H2A.Z showed no significant correlation with the expression change. As H2A.Z can have both activating and repressing effects on gene transcriptional activity^52^, we decided to use our data for total- and acetylated-H2A.Z to estimate the amount of non-acetylated H2A.Z in gene percentiles (Fig. 6b and Supplementary Fig. 12). This showed that genes dysregulated in *Atepl1-2* are enriched for non-acetylated H2A.Z in the +1 nucleosome.

Based on the average values of chromatin modifications per each percentile, we calculated the difference between the levels of H3, H3K9ac, H4K5ac and both acetylated and unacetylated H2A.Z in WT and the *Atepl1-2* mutant (Fig. 6c). *Atepl1* – WT signal differences for H3 occupancy showed negative correlation, while all three histone acetylations showed strong positive correlations with gene expression change: For H2A.Zac and H4K5ac, the decrease in modification level was greatest for downregulated genes and smallest for upregulated genes (Fig. 6c). In the case of H3K9ac, we observed an increase in signal strength in the mutant for most percentiles (positive Y-axis values in Fig. 6c), confirming the compensatory role of this acetylation. In turn, we observed an inverse correlation between expression fold change and non-acetylated H2A.Z change (Fig. 6c). This suggests that the dual influence of H2A.Z on gene expression is due to its presence in the acetylated (transcriptional activation) or non-acetylated (repression) form.

### Nuclear plastid gene expression depends on NuA4

As shown above, loss of AtEPL1 affected the acetylation levels of H4 and H2A.Z, confirmed herein as genuine NuA4 targets, as well as acetylation of H3 catalyzed by other histone acetyltransferases. We interpreted H3K9ac changes at individual loci as indicative of a transcriptional response to physiological and developmental perturbations observed in the mutant and not as a direct consequence of NuA4 inactivation. Consequently, genes that did not show reduced H3K9ac but displayed large reductions in H4 and H2A.Z acetylation and reduced transcript levels could be viewed as NuA4-dependent. To strictly define this group of genes, we set the following arbitrary criteria: (i) Log_2_ FC in the transcript level <−1.5, (ii) Log_2_ FC in H4K5ac < −2, and (iii) Log_2_ FC in H3K9ac >−0.5 (Supplementary Fig. 13a and Supplementary Data 17). We plotted the log_2_-transformed FC values of the two acetylation marks against each other separately for genes down- and upregulated in *Atepl1-2* (Fig. 7a). 

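In the *Atepl1-2* libraries of the second label set (n = 3), the 347 genes of Supplementary Data 17 had a median log2 fold change of −1.89 against WT (n = 4), and 346 of them were downregulated (347 when adjusted over the list alone). The list was chosen on *Atepl1-2* RNA-seq samples, so this is not independent evidence of their fall in *Atepl1-2*. *Ateaf1-1* libraries had no part in the choice, but they are compared with the same WT libraries. In *Ateaf1-1* the median was −1.65 and 290 genes were downregulated (306 adjusted over the list alone), with a camera FDR of 6.04e-52 that rose to 0.0318 with an estimated correlation. In *glk* the median was −0.29, with 40 genes downregulated, 2 upregulated and 42 passing when adjusted over the list alone. Compared directly, 222 of the genes were higher in *glk* than in *Ateaf1-1* and 1 was lower. Within the first label set (n = 3 each), the median in *Atepl1-2* was −1.61 and 314 genes were downregulated (318 adjusted over the list alone). Across the 347 genes, the log2 fold changes listed in Supplementary Data 17 were correlated with those of the second label set at r = 0.990 and with those of the first at r = 0.636. Genes are not independent replicates, so these correlations describe the list only.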

Application of the acetylation fold change criteria (ii) and (iii) to genes downregulated in *Atepl1-2* resulted in the identification of 347 potentially NuA4-dependent genes (Supplementary Data 17).

**Fig. 7:**
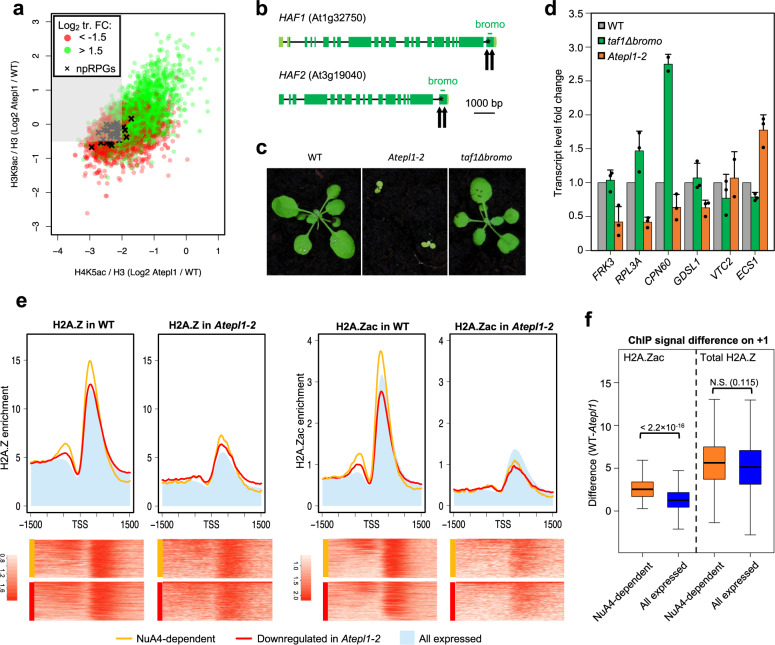
H2A.Z enrichment on +1 nucleosomes and not TAF1 bromodomain-mediated TFIID recruitment determines the NuA4 dependence of npRPGs. **a** Scatter plot showing the relationships between the log_2_-transformed fold changes in the spike-in- and H3-normalized H3K9ac and H4K5ac occupancies and the directionality of the transcript level change. Genes downregulated in *Atepl1* shown within the gray area fulfill all criteria for NuA4 dependency. **b** Gene structures of the two *Arabidopsis thaliana* genes encoding the TAF1 subunit of TFIID. The black arrows indicate the Cas9-gRNA cut sites, and the black asterisks mark the positions of premature stop codons in the resulting mutant alleles. **c** Phenotypes of *taf1Δbromo*, *epl1-1* and WT plants. **d** RT-qPCR analysis of the relative transcript abundance in the double bromodomain mutant (*taf1Δbromo*) and the double *Atepl1a-1 Atepl1b-1* mutant (*Atepl1-1*). The genes were selected on the basis of their distinct transcriptional behavior in the *haf2-1* mutant (as reported in Bertrand et al.^37^) and in the *Atepl1-1* mutant, as shown in this work by RNA-seq. Average expression levels from three independent replicates ±standard deviations are shown. **e** Spike-in-normalized H2A.Zac and H2A.Z profiles at the TSS for NuA4-dependent genes (*n* = 347; orange) as compared to genes downregulated in *Atepl1-2* (*n* = 941; red) and all genes expressed in the WT (*n* = 18,620; blue shading). The values on the vertical axes are relative. The values on the horizontal axes indicate the chromosomal position relative to the TSS. The heatmaps show the corresponding NuA4-dependent and Downregulated in *Atepl1-2* groups of genes ordered according to the average enrichment level on a logarithmic scale. **f** Boxplots showing the difference between the average H2A.Zac and H2A.Z enrichment in the first 500 bp downstream of the TSS for NuA4-dependent genes (*n* = 347; orange) and all genes expressed in the WT (*n* = 18,620; blue). The center line indicates the median; upper and lower bounds indicate the 75th and 25th percentiles, respectively; and the whiskers indicate the minimum and maximum. An unpaired two-sample Wilcoxon test was used to determine significance. Source data are provided as a Source Data file.

Gene ontology analysis of the NuA4-dependent gene group vs. all genes downregulated in *Atepl1-2* showed significant enrichment of categories related to growth and photosynthesis, including genes encoding components of the chloroplast stroma, thylakoid, and chloroplast envelope (Supplementary Fig. 13b, Supplementary Table 9, and Supplementary Data 18). Interestingly, nearly all nuclear genes coding for plastid ribosomal proteins^53^ clustered within or near the NuA4-dependent sector (Fig. 7a and Supplementary Data 18). Furthermore, the median log_2_ FC in the expression of plastid translation- and ribosome-related NuA4-dependent genes was significantly lower than that of all downregulated genes, as could be expected for the genes that directly depend on NuA4 for efficient transcription (Supplementary Fig. 13b). This finding indicates that the NuA4 complex specifically stimulates the expression of growth- and photosynthesis-related genes in plants.

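In the first label set, the 38 plastid ribosomal protein genes of Fig. 3c had a median log2 fold change of −2.71 in *Atepl1-2*, from −3.84 to −1.18, and all 38 were downregulated, also when adjusted over the list alone. Their camera FDR was 1.30e-20, and 0.154 with an estimated correlation. One of them, *RPL11* (AT1G32990, TAIR10.1 chromosome 1, 11955656 to 11957402), was at 7.95 ± 1.09 CPM (SD, n = 3) in *Atepl1-2* and 77.7 ± 4.22 (SD, n = 3) in WT, a log2 fold change of −3.30 (standard error 0.14, edgeR FDR 3.45e-07). Whether the median of the plastid ribosomal protein genes differs from that of other downregulated genes was not tested.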

### The presence of H2A.Z determines NuA4 dependency

NuA4-dependent genes were identified as a subgroup of 347 genes that showed significant loss of H4 acetylation. We sought to determine how these genes differ from other H4K5ac-depleted genes that did not display decreased transcript levels in the mutant. Studies in *S. cerevisiae* have suggested that H4 acetylation plays an important role in the recruitment of the general transcription factor TFIID, especially to genes that lack a TATA box in their core promoters^54^, which is the case for approximately 80% of Arabidopsis npRPGs^55^. The interaction between TFIID and H4ac is mediated in yeast by the double bromodomain protein BDF1^56^. Animals and plants do not have BDF1 homologs and instead harbor bromodomains within the TAF1 subunits of their TFIIDs^57^. We used Cas9-gRNA to eliminate the bromodomains from both Arabidopsis TAF1 homologs to test whether this alteration has an effect on gene expression similar to loss of H4ac in the NuA4 mutants (Fig. 7b). Intriguingly, double *taf1Δbromo* homozygotes showed no obvious phenotypic effects (Fig. 7c). RT-qPCR analysis of the relative transcript levels of several NuA4-dependent genes also showed no similarity to those in *Atepl1* (Fig. 7d). In fact, some transcripts showed significant changes in the opposite direction, consistent with a previous study of a single *haf2* mutant (*taf1b*) (Fig. 7d)^37^. Assuming functional conservation of the relationship between TFIID and H4 acetylation, these results demonstrate that recruitment of TFIID via TAF1 bromodomains is not the primary mode of action of H4ac at NuA4-dependent loci in plants.

Next, we sought to identify chromatin states that distinguish NuA4-dependent genes from other genes that were downregulated in *Atepl1-2*. First, we observed that this gene class showed a very high level of H2A.Z and H2A.Zac in the +1 nucleosome, unlike the broader group of all genes that were downregulated in *Atepl1-2* (Fig. 7e). In *Atepl1-2*, NuA4-dependent genes showed a significantly greater decrease in the level of H2A.Zac than did all expressed genes, while the two groups of genes did not differ in the decrease in the level of total H2A.Z (Fig. 7e, f). This pattern may suggest that in the mutant background, the remaining unacetylated H2A.Z in the +1 nucleosome in NuA4-dependent genes inhibits the expression of these genes. In addition, we confirmed these observations by comparing different groups of plastid NuA4-dependent genes with all the genes in their GO groups (Supplementary Fig. 14). We speculate that elevated H2A.Zac levels on +1 nucleosomes determine the NuA4 dependency of gene transcriptional activity.

### Upregulation of genes in *Atepl1-2* results from H2A.Z loss

Gene body H2A.Z can act as a transcriptional repressor of responsive genes^52,58,59^. Since many of the genes upregulated in *Atepl1-2* could be classified as responsive (Fig. 3a and Supplementary Data 11), we hypothesized that their increased activity may be a consequence of decreased H2A.Z occupancy. To test this hypothesis, we compared the averaged H2A.Z enrichment profiles in *Atepl1-2* and WT for genes upregulated or downregulated in the mutant and for all expressed genes. This analysis showed that genes upregulated in *Atepl1-2* were relatively rich in gene body H2A.Z but had little H2A.Zac in the +1 nucleosome in WT plants (Fig. 8a). The averaged H2A.Z profiles of these genes were flattened in the mutant, overlapping other gene classes (Fig. 8a and Supplementary Fig. 15a). Consequently, the changes in gene body H2A.Z levels between WT and *Atepl1-2* were greater for the upregulated genes than for all expressed genes (Fig. 8b). A similar comparison for acetylated H2A.Z in gene bodies showed no significant difference. This pattern indicates stimulation of H2A.Z deposition and not H2A.Z acetylation per se as a key contribution of NuA4 to H2A.Z-dependent gene silencing (Fig. 8b).

**Fig. 8:**
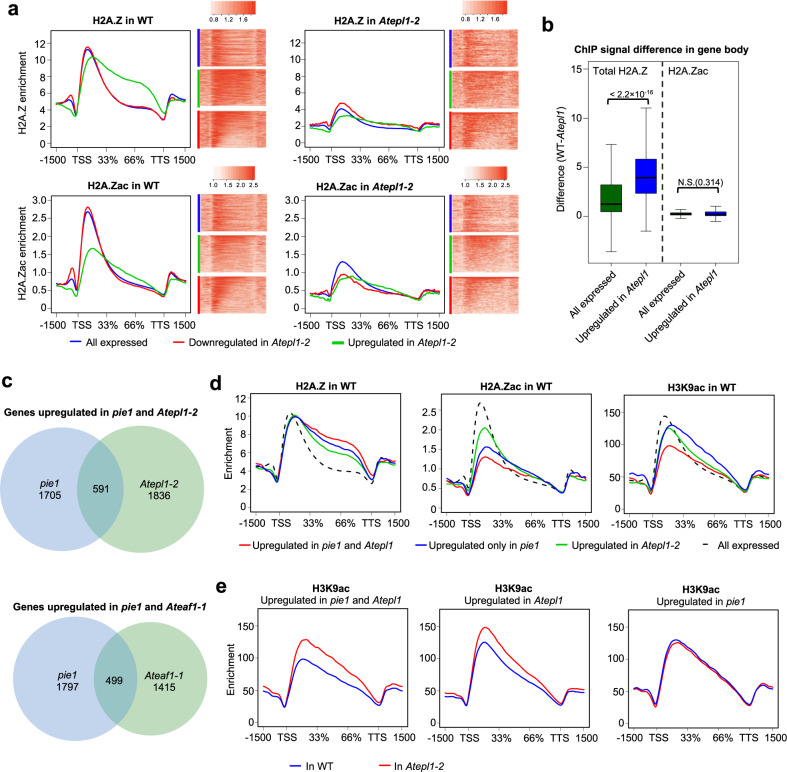
Upregulation of genes in NuA4 mutants results from both H2A.Z loss from gene bodies and increased levels of H3K9ac. **a** Spike-in-normalized H2A.Z and H2A.Zac profiles in gene bodies for all genes expressed in the WT (*n* = 18,620; blue) as well as for genes downregulated (*n* = 941; red) and upregulated (*n* = 1746; green) in *Atepl1-2*. TSS, transcription start site; TTS, transcription termination site. **b** Boxplots showing the differences between the average H2A.Z and H2A.Zac enrichment in gene bodies for all genes expressed in the WT (*n* = 18,620; green) and for genes upregulated in *Atepl1-2* (*n* = 1746; blue). The center line indicates the median; the upper and lower bounds indicate the 75th and 25th percentiles, respectively; and the whiskers indicate the minimum and maximum. An unpaired two-sample Wilcoxon test was used to determine significance. **c** Area-proportional Venn diagrams showing the overlaps between genes exhibiting upregulation in the *Atepl1-1* or *Ateaf1-1* mutant and the *pie1* mutant. **d** Spike-in-normalized H2A.Z, H2A.Zac and H3K9ac profiles across gene bodies for genes upregulated in both *pie1* and *Atepl1-2* (*n* = 591; red), genes upregulated only in *Atepl1-2* (*n* = 1836; green), and genes upregulated only in *pie1* (*n* = 1705; blue), as measured by ChIP in WT plants. The corresponding profiles for all genes expressed in the WT are shown as a reference (dashed lines). **e** Comparison of spike-in-normalized H3K9ac profiles across gene bodies for gene groups as described in **d**, as measured by ChIP-seq in WT (blue) and *Atepl1-2* (red) plants.

If loss of gene body H2A.Z was the cause of gene upregulation in the NuA4 mutants, a similar set of genes should be upregulated in mutants that lack H2A.Z in nucleosomes. We found significant overlap between genes upregulated in both NuA4 mutants described here and those upregulated in the *pie1-2* mutant, which lacks the catalytic subunit of the SWI2/SNF2-Related 1 chromatin remodeling complex (SWR1-C) responsible for H2A.Z deposition in nucleosomes^60,61^ (Fig. 8c). How do the genes upregulated in both *Atepl1-2* and *pie1* differ from these upregulated only in one of these mutants? To answer this question, we investigated the levels of gene body H2A.Z and H2A.Z/H4K5/H3K9 histone acetylation. We found that gene body H2A.Z enrichment in the three groups of genes followed the order of upregulated in *Atepl1-2* and *pie1* > upregulated only in *pie1* > upregulated only in *Atepl1-2*, but gene body H2A.Z enrichment in all groups was much higher than the average for all expressed genes (Fig. 8d and Supplementary Fig. 15b). This finding further supports our hypothesis that H2A.Z loss from gene bodies is largely responsible for gene upregulation in *Atepl1-2*. Conversely, the average histone acetylation levels were lower in the group of genes upregulated in both *Atepl1-2* and *pie1* than in the other groups (Fig. 8d and Supplementary Fig. 15). In the *Atepl1-2* mutant, the levels of H2A.Z, H2A.Zac and H4K5ac in all gene groups decreased in a similar manner (Supplementary Fig. 15c). However, while the H3K9ac level was significantly increased in the *Atepl1-2* background in genes upregulated in both mutants and for those upregulated only in *Atepl1-2*, it was not altered in genes upregulated only in *pie1* (Fig. 8e). This pattern again points to H3 acetylation as the driver of gene activation in *Atepl1-2*. Consequently, those genes that did not gain H3 acetylation upon loss of H2A.Z remained silent in *Atepl1-2* despite their activation in *pie1* driven by intact NuA4-dependent H4 acetylation. In conclusion, a significant proportion of genes upregulated in the NuA4 mutants require cooperation between NuA4, SWR1 and possibly histone deacetylases for transcriptional repression mediated by deacetylated gene body H2A.Z (Fig. 9).

**Fig. 9:**
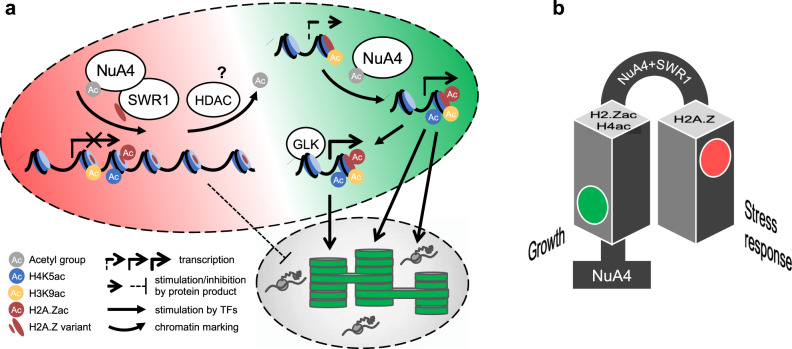
Model showing the role of NuA4 in the switch between autotrophic growth and the stress response. **a** Regulation of gene expression involving NuA4. Large dashed-line oval represents nucleus, while small dashed-line oval represents chloroplast. Plastid and growth-related genes (green portion of the nucleus) depend on H2A.Zac and H4ac for their high transcriptional activity. Loss of H2A.Zac/H4ac from the +1 nucleosome at these loci cannot be compensated by H3K9ac and results in gene repression. GLK transcription factors function in parallel with NuA4 to activate genes involved in photosynthesis but not RPGs. Stress response genes (red portion of the nucleus) are repressed by hypoacetylated H2A.Z in their gene bodies (represented by +2 nucleosome). Deposition of H2A.Z by the SWR1 complex in the gene body requires NuA4, although it is not known whether acetyl groups are later removed by an unknown HDAC or not deposited at all (not shown). Loss of NuA4 activity triggers transcriptional release of stress genes that have sufficient H3ac levels in the +1 nucleosome. **b** By controlling H2A.Z acetylation and deposition, NuA4 contributes to the switch between autotrophic growth and the stress response.

## Discussion

The Cas9-induced loss-of-function mutant presented here provides evidence supporting a central role of AtEAF1 in plant NuA4 (Figs. 1 and 2). First, the phenotype of the *Ateaf1-1* mutant is significantly more severe than the phenotypes of the *mrg*, *eaf7* and *yaf9* mutants described previously^17,25,27^. We note that lethal effects have been reported for the *Atswc4* mutant as well as the double *ham* mutant^24,62^. These effects are probably not NuA4 specific, however, due to the role of AtSWC4 in the SWR1 complex and the potential NuA4-independent roles of HAM in the acetylation of nonhistone substrates^62,63^. Furthermore, the *Ateaf1-1* mutant displays extreme enhancement of the photosynthetic and reproductive phenotypes previously reported in a double mutant of AtYAF9, a confirmed interacting protein of AtEAF1^16,17^.

The severe phenotype of *Ateaf1-1*, which is most likely caused by the dissociation of the regulatory module of NuA4, suggests that proper targeting of picNuA4 activity is critically important in plants. The phenotype of *Ateaf1-1* is not copied by any mutation disrupting a nuclear transcription factor described to date in Arabidopsis, although some aspects were reminiscent of the phenotype of the well-characterized double *glk* mutant (Fig. 2)^30,35^. Our genetic and transcriptomic analyses provide evidence that NuA4 and GLK operate mostly independently.

Since the phenotypes and transcriptomes of the *Ateaf1* and *Atepl1* mutants differed quantitatively rather than qualitatively (Figs. 1 and 2), we assumed that similarly widespread chromatin changes occurred in these two mutants. Consequently, we focused on the *Atepl1-2* mutant, which allowed us to investigate the impact of complete NuA4 inactivation. 

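In a direct comparison of 3 libraries each, 10 genes were lower and 17 were higher in *Atepl1-2* than in *Ateaf1-1* (edgeR FDR under 0.01, at least 1.5-fold), while 5533 genes had an unadjusted p under 0.05. This small count moved with nearly every choice. DESeq2 gave 919 genes, limma-voom gave 80, and the fit of only these 2 genotypes gave 0, with 4347 genes at an unadjusted p under 0.05. Without *Atepl1-2* replicate 1 the count was 126, and leaving out one of the other libraries gave between 1 and 7. With replicate number as a block it was 0, with 4245 genes at an unadjusted p under 0.05. Libraries that share a number in the 2 genotypes were not alike beyond their genotype, with r = 0.174 and −0.0980 between their residuals across genes, so the numbers were not taken as pairs. Among the genes that changed in both mutants, the log2 fold change in *Ateaf1-1* was smaller than in *Atepl1-2* in 59.4%, with a median ratio of sizes of 0.945.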

Interestingly, despite the roughly equal numbers of down- and upregulated genes in *Atepl1-2*, the levels of total H2A.Z, H2A.Zac, and H4K5ac but not H3K9ac were globally decreased (Figs. 3 and 5). Investigating the reasons for this pattern led us to discover that only those genes with low levels of all three modifications in WT plants show dysregulation in the *Atepl1-2* mutant (Fig. 6b). However, the degree of change in their expression is strongly correlated with the degree of change in the level of H2A.Z, H4K5 and H3K9 acetylation in *Atepl1-2* (Fig. 6c). These findings indicate that H3K9ac may effectively stimulate transcription in the absence of nucleosomal H4 acetylation in plants. Remarkably, an inverse relationship exists for the level of non-acetylated H2A.Z (Fig. 6c). This shows that the previously described dual role of H2A.Z in the regulation of gene expression^17,64,65^ results from its presence in the +1 nucleosome in two forms: acetylated, which activates, and non-acetylated, possibly monoubiquitinylated^66^, which represses transcription.

Several characteristics indicate that the genes that are downregulated in *Atepl1-2* can be both directly and indirectly regulated by NuA4. Therefore, we defined genes downregulated as a direct consequence of NuA4 loss in *Atepl1-2*. We found that these genes were enriched in GO categories related to plastid translation machinery (Supplementary Fig. 14), which is in line with the NuA4 mutant phenotype. We observed that this group of genes showed strong enrichment of the H2A.Z histone variant in the +1 nucleosome (Fig. 7e). The presence of H2A.Z in the +1 nucleosome is known to prepare genes for transcriptional activation^52,67,68^, and H2A.Z acetylation is likely required in this process^17,64,65^. Hypoacetylated H2A.Z in the +1 nucleosome may constitute a major barrier for RNAPII during transcription^69^. As we showed that NuA4 is responsible for H2A.Z acetylation in plants (Figs. 4g–6), the absence of the complex may specifically affect the expression of genes enriched with H2A.Z: in this scenario, deficiency of both H4 and H2A.Z acetylation cannot be compensated by increased H3 acetylation, leading to transcriptional repression (Fig. 9a).

Although histone acetylation has long been considered a general transcriptional coactivator, our research shows that this view is greatly simplified. Similar to findings in yeast^49^, we found that plant NuA4 enables H2A.Z to be deposited efficiently on chromatin (Figs. 5–6). It is important to note that the role of NuA4 in this process is not limited to the +1 nucleosome but also extends to H2A.Z in gene bodies, which generally has a repressive function in preventing spurious activation of responsive genes^52,58,59^. Consequently, NuA4 inactivation in plants leads to a global decrease in H2A.Z deposition and spurious expression of stress-responsive genes (Figs. 8a, b and 9a). The expected overlap between genes upregulated in the absence of NuA4 and those upregulated in the absence of the H2A.Z-depositing complex SWR1 is relatively modest (24.4% and 26.1% for *Atepl1-2* and *Ateaf1-1*, respectively; Fig. 8c). The reason for this may be the simultaneous decrease in histone acetylation in the +1 nucleosome, which seems to be necessary for the transcriptional activation of many responsive genes (Fig. 8d, e). Therefore, while most genes displaying a high gene body H2A.Z level are upregulated in the *pie1* mutant, only genes that are able to compensate for the lack of H4/H2A.Z acetylation by H3 hyperacetylation are transcriptionally activated in the NuA4 mutants (Fig. 8e).

Transcriptional inhibition of genes related to photosynthesis frequently coincides with activation of the stress response in plants, allowing survival under conditions that prevent normal development^70^. Our analyses demonstrate upregulation of stress-responsive genes and downregulation of genes related to autotrophic growth in NuA4 mutants deficient in deposition and acetylation of H2A.Z (Fig. 9). We predict that future studies may reveal how the regulation of NuA4 activity switches between growth and stress responses in plants.

## Methods

### Plant material

All *A. thaliana* mutants used in this work are in Col-0 background. T-DNA insertion mutants for AtEPL1A (At1g16690, SAIL_239_D12^71^, *Atepl1a-1*) and AtEPL1B (At1g79020, SALK_094941^72^, *Atepl1b-1*) were obtained from NASC and crossed to produce the double mutant *Atepl1-1*. The previously characterized double homozygous transposon-insertion mutant *glk1-1 glk2-1*^30^ also comes from the NASC collection (NASC ID: N9807). The *arp6* and *mbd9-1* mutants were kindly provided by Kyuha Choi and Roger Deal, respectively. All other mutants were generated for this work through Cas9-gRNA mediated genome editing of WT Col-0 plants and are described in detail in Supplementary Figs 1–2.

### Preparation of genetic constructs for gene editing

The Cas9 expression cassette was created through fusion of the *ICU2* promoter sequence cloned from genomic DNA following published instructions^73^ with the 3 × Flag-NLS-hSpCas9-NLS::NosT cassette which was a gift from Dr Jian-Kang Zhu^74^. Following insertion of the Cas9 expression cassette into the pFGC vector (a gift of Dr Jian-Feng Li^75^), the *Bam*HI site was moved from the 5′- to the 3′-end of the Nos terminator. The *Bam*HI site was subsequently used for linearization of the plasmid and insertion of gRNA cassettes by Gibson assembly-based cloning. The gRNA expression cassette containing U6 promoter was a gift from Dr Jian-Kang Zhu^74^. The U3 expression cassette was created by replacing the U6 promoter with the *AtU3C* promoter cloned from genomic DNA isolated from *A. thaliana* Ler ecotype following published sequence data^76^. The target sequences were found with CRISPR-P^77^ (*Ateaf1-1*, *Atepl1-2*) or CRISPOR^78^ (*Atepl1-3*). Targeted mutagenesis of the gRNA expression cassettes was followed by PCR-amplification and recircularization of the pJET1.2-based gRNA vectors. The sequences of the primers used for the mutagenesis can be found in the Supplementary Data 19.

### Editing strategy and isolation of the mutants

In order to generate genomic deletions within coding regions of the target genes, double-gRNA-Cas9 constructs were integrated with the genome through Agrobacterium-mediated transformation^79^. Transformed plants were selected on soil by spraying with Basta (Bayer). Two primers flanking the expected deletion were used to identify plants that accumulated somatic mutations apparent from the presence of short PCR products corresponding to deletions between two neighboring cut sites. T2 plants were screened for the absence of Cas9-gRNA T-DNA by PCR and genotyped again for the presence of desired genomic deletions. Any mutations detected in this way were assumed heritable. Subsequently, PCR amplification products were cloned into pJET1.2 vector and plasmids isolated from multiple single colonies were sequenced to determine the sequences of both homologous loci. If plants were confirmed as frame-shift- (*Ateaf1-1*, *Atepl1-2*) or in-frame-deletion mutants (*Atepl1-3*), they were backcrossed to Col-0 and propagated. Sequences of all primers used for genotyping can be found in Supplementary Data 19.

### Phenotypic analyses

For all phenotypic analyses plants were grown in peat pellets (Jiffy) in controlled conditions: 22 °C, 80–90 μmol/(m^2^s) PAR, 60% RH. In course of the growth rate analyses, plants were imaged in one-week intervals with a stereomicroscope or a camera, depending on the size. ImageJ software was used for the image analyses to extract the distance between the tip of the longest rosette leaf and the rosette center^80^.

As an approximation for chloroplast and cell size, we used the surface projection areas of the organelles or cells obtained through live confocal imaging of the palisade mesophyll cell layer of rosette leaves. To eliminate variability resulting from changes in chloroplast size during leaf growth, we measured chloroplasts in the fully expanded 4th leaves of 10-true-leaf rosettes. For plastid- and cell-size measurements, leaves #4 were cut from 10-true-leaf rosettes, vacuum-infiltrated with perfluoroperhydrophenanthrene^81^, mounted on a slide and imaged with the A1Rsi confocal microscope (Nikon). Z-stacks spanning the palisade mesophyll cell-layer, acquired in transmitted-light and chlorophyll autofluorescence channels, were used for analysis in ImageJ. Contours of cells and plastids were tracked manually and the surface area of the resulting regions of interest (ROI) was treated as the surface projection area of the measured structures. All calculations and statistical analysis were done using Microsoft Excel.

Chlorophyll was extracted from a single plant for each biological replicate. A 10-leaf rosette was separated from the root, weighed and ground in liquid nitrogen. After obtaining a fine powder, 3 or 5 ml (depending on a rosette size) of Tris-HCl-buffered 80% acetone was added and grinding was continued until homogeneity. The thawed mixture was then transferred to a 10 ml glass tube wrapped in aluminum foil to prevent light access, sealed and kept at 4 °C overnight. Directly before spectroscopic measurements, 1.5 ml of the mixture was transferred to 1.5 ml microtubes (Axygen) and centrifuged at 10,000 × *g* for 5 min to pellet any debris. After centrifugation, the extract was transferred to a spectrophotometer cuvette and the absorbance was measured at 647 nm and 664 nm using BioSpectrometer kinetic (Eppendorf) spectrophotometer against buffered acetone as blank. The number of samples processed in parallel was limited to 4 in order to reduce the influence of the processing time on the measurements. Total chlorophyll content, as well as chlorophyll a/b ratio, were calculated according to published formulas^82^ without correction for the absorbance at 750 nm.

### Photomorphogenic response measurement

For analyses of photomorphogenic response, wild-type and *Atepl1-2* seeds were stratified and grown in ½ Murashige-Skoog medium for three (apical curvature) or five (hypocotyl length, cotyledon angle and surface) days in the darkness and then transferred to constant light and controlled conditions: 22 °C, 80–90 μmol/(m^2^s) PAR, 60% RH. Apical curvature and cotyledon angle measurements have been conducted as previously described^83,84^. Briefly, plants that were analyzed for hypocotyl length were grown vertically. Pictures have been taken in 0 h, 6 h, 24 h, and 56 h intervals using stereomicroscope. ImageJ software was used for the analyses of captured images.

### Pull-down

Recombinant proteins were expressed in *E. coli* strains BL21-CodonPlus-RP or Lemo21(DE3, New England Biolabs). Bacterial lysates were prepared as previously described^85^ with the following modifications. GST-tag and His-tag fusion proteins were resuspended in PBS or equilibration and wash buffer (50 mM sodium phosphate, pH 8.0, with 0.3 M sodium chloride, 10 mM imidazole) respectively, with addition of 1 mM phenylmethylsulfonyl fluoride (PMSF) and cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail (Roche). His-GFP or His-fusion proteins were bound to HIS-Select HF Nickel Affinity Gel (Sigma) for 1 hour, then washed and incubated with the recombinant GST-fusion proteins for additional 1 h at 4 °C. The beads were washed five times with wash buffer containing 0.5% NP40. The protein complexes were analyzed by SDS/PAGE followed by WB analysis with anti-GST (B14; #sc-138; Santa Cruz; 1:500) and anti-His (#R940-25; Life Technology, Waltham, MA, USA; 1:6000) antibodies.

### Far western blotting

In Far Western Blotting (FWB), one of the recombinant proteins is subject to SDS–PAGE and western blotting. After renaturation, the bait protein attached to the PVDF membrane is incubated with the potential interactor. Overlap between the bait and prey signals on the membrane after the immunodetection of the prey indicates an interaction. This experiment was performed as previously described^86^ with some modification. Briefly, GST, GST-AtEPL1A and GST-AtEPL1B were purified on Glutathione Sepharose 4 Fast Flow beads (GE Healthcare) for 1 h at 4 °C. The beads were washed five times with PBS containing 1% Triton X-100. The GST-fusion proteins were eluted by heating at 95 °C in SDS/PAGE loading buffer, resolved by SDS/PAGE and transferred onto PVDF membrane. Proteins were renatured by incubation of the membrane in AC buffer (20 mM Tris pH 7.5, 1 mM EDTA, 0.1 M NaCl, 10% glycerol, 0.1% Tween-20, 2% nonfat milk, 1 mM DTT) containing 6 M guanidine-HCl for 30 min at RT. Subsequently, the membrane was washed with AC buffer containing 3 M guanidine-HCl for 30 min at RT. This step was followed by washing with AC buffer containing 0.1 M- and no-guanidine-HCl AC buffer at 4 °C, for 30 min and overnight respectively. The membrane was blocked for 8 h at 4 °C in 5% nonfat milk in the PBST buffer and subsequently incubated with His-HAM1 or His-HAM2. Next, the membrane was washed with 5% nonfat milk in the PBST buffer followed by three washes with PBST. To detect bait proteins bound to the bait proteins (GST-fusions) on the membrane, standard immunodetection with anti-His antibody (#R940-25; Life Technology, Waltham, MA, USA; 1:6000) was performed.

### In vitro acetylation assay

Coding sequences of AtEPL1A, HAM1, AtING2, and AtEAF6 were cloned to the pST44 polycistronic vector for protein expression in *E. coli*, according to the original pST44 documentation^87^. Three different constructs were prepared: (1) with Flag-tag added to the N-terminus of AtEPL1A and 6×His-tag added to the C-terminus of HAM1, (2) with Flag-tag added to N-terminus of HAM1 and 6×His-tag added to C-terminus of AtING2, and (3) with Flag-HAM1 and ING2-6×His in a pST44 vector without the AtEPL1A sequence. Protein expression was conducted in BL21(DE3)pLysS cells after 0.3 mM IPTG induction and the complex was purified over Talon (Clontech) cobalt affinity resin^88^ via HAM1-6×His, using 150 mM imidazole for the elution. The presence of all subunits was visible on Coomassie-stained SDS-PA gel and the presence of HAM1-His and Flag-AtEPL1A was confirmed by Western blot. For the Flag-HAM1, purification was first performed with cobalt resin (based on ING2-6×His), followed by incubation with anti-Flag M2 resin and elution with 3×FLAG peptides. Human K562 cells were engineered to express FLAG-tagged Arabidopsis HTA9 (a 3×Flag fused to HTA9 C-terminus) from the *AAVS1* safe harbor loci using Zinc-Finger Nuclease-mediated recombination as described^41^. Chromatin enriched extracts were prepared with micrococcal nuclease as described^46^ and HTA9-containing nucleosomes were purified by incubation with anti-Flag M2 resin, followed by washes and elution with 3×Flag peptides. The gel presented in Fig. 4f shows efficient incorporation of HTA9 into human nucleosomes. HAT assays were performed as described previously^89^ with some changes. Briefly, in liquid HAT assays 0.5 µg of purified human free core histones (CHs) or native H1-depleted short oligonucleotides (SONs) were incubated together with bacterially expressed plant picNuA4 (or yeast picNuA4 as a positive control) complexes with ^3^H-labeled acetyl-CoA (0.125 µCi) in HAT buffer (50 mM Tris-HCl pH 8.0, 50 mM [KCl+NaCl], 5% glycerol, 0.1 mM EDTA, 1 mM DTT, 1 mM PMSF, 10 mM sodium butyrate) at 30 °C for 30 min. Subsequently, the reactions were spotted on P81 membrane (Whatman), which were then air-dried, washed three times with 50 mM carbonate buffer pH 9.2, rinsed in acetone and soaked in scintillation cocktail, which was used to count ^3^H signal. Alternatively, the reactions were resolved by SDS–PAGE. After staining the electrophoresis gel in Coomassie to visualize proteins, it was destained and incubated in EN3HANCE solution (Perkin Elmer). After washing and drying, the gel was exposed to a film. For western blotting, the following antibodies were used: α-Flag (Santa Cruz sc-807, 1:5000), α-acH2A.Z (Diagenode C15410173, 1:1000), and α-H4 (Abcam ab7311, 1:3000).

### Tandem affinity purification

The construct used for purification of proteins interacting with AtEPL1B was created by replacing the Gateway cassette in pMDC99 vector with the *AtEPL1B* expression cassette. The *AtEPL1B* cassette consisting of the genomic sequence of *AtEPL1B* (At1g79020) including 969 bp of the native upstream regulatory sequence, C-terminal GSrhino tag^90^, native 3′ UTR of *AtEPL1B* and Nos terminator was assembled in the pMDC99 backbone through Gibson assembly-based cloning. Growing of seedlings and TAP purifications using 50 g of 6-day-old seedlings as input per experiment, were performed as described in^90^. Bound proteins were digested on-bead after a final wash with 500 µL 50 mM NH_4_HCO_3_ (pH 8.0). Beads were incubated with 1 µg Trypsin/Lys-C in 50 µL 50 mM NH_4_OH and incubated at 37 °C overnight in a thermomixer at 800 rpm. Next day, an extra 0.5 µg Trypsin/Lys-C was added and the digest was further incubated for 2 hours at 37 °C. Finally, the digest was separated from the beads and centrifuged at 20,800 × *g* in an Eppendorf centrifuge for 5 min, the supernatant was transferred to a new 1.5 mL Eppendorf tube. Peptides were purified on C18 Bond Elut OMIX tips (Agilent) and later dried in a Speedvac and stored at −20 °C until MS analysis. Co-purified proteins were identified by mass spectrometry using a Q Exactive mass spectrometer (ThermoFisher Scientific) using standard procedures^91^). Proteins with at least two matched high confident peptides were retained. Background proteins were filtered out based on frequency of occurrence of the co-purified proteins in a large dataset containing 543 TAP experiments using 115 different baits^90^. True interactors that might have been filtered out because of their presence in the list of non-specific proteins were retained by means of semi-quantitative analysis using the average normalized spectral abundance factors (NSAF) of the identified proteins in the EPL1B TAPs. Proteins identified with at least two peptides in at least two experiments, showing high (at least 10-fold) and significant [-log10(*p-*value(T-test)) ≥10] enrichment compared to calculated average NSAF values from a large dataset of TAP experiments with non-related bait proteins, were retained^92^.

### RT-qPCR

For RT-qPCR WT, *Atepl1-1*, *glk* and *Ateaf1-2 glk* plants were grown under LD photoperiod (16 h light and 8 h darkness) with constant conditions: 22 °C, 80/90 µmol/(m^2^s) PAR, 70% RH. The material was collected at the developmental stage of 10 leaves.

For each biological repeat, RNA was extracted from 100 mg of rosette leaves with TRI Reagent (Merck) and two rounds of phenol-chloroform extraction, followed by ethanol precipitation. RNA was treated with gDNA wiper (Vazyme) in order to digest genomic DNA. First strand synthesis was carried out with HiScript III 1^st^ Strand cDNA Synthesis Kit (Vazyme). Sequences of primers used for RT-qPCR are shown in Supplementary Data 19.

### RNA-seq

For RNA-seq WT, *Atepl1-2*, *Ateaf1-1*, and *glk* plants were grown under LD conditions (16 h light and 8 h darkness), under 80–90 µmol/(m^2^s) of photosynthetically active radiation. The material was collected at the developmental stage of ca. 10 leaves about 5 h after light onset.

RNA for each biological repeat was extracted from 110 mg of rosette leaves number 5–6 (from at least six plants) with TRI Reagent (Merck) and rounds of phenol-chloroform and chloroform extractions followed by isopropanol precipitation. RNA was treated with RQ1 DNase I (Promega), then extracted with phenol-chloroform and precipitated with ethanol. Pure RNA solution was sent to Macrogen Europe (South Korea), where libraries and sequencing were performed using Illumina chemistry. RNA-seq experiment was also validated by RT-qPCR (Supplementary Figs. 5 and 6).

Adapters, poor-quality regions (mean Phred quality <5) and rRNA sequences were removed from short reads using BBDuk2 program from BBTools suite (https://jgi.doe.gov/data-and-tools/bbtools). Filtered reads shorter than 50 bp were excluded from the analysis. Expression values for genes and transcripts (Araport11 annotations) were calculated using Salmon^93^ with sequence-specific bias and GC content bias correction. Differential expression analysis on both gene and transcript level was performed using limma package^94,95^. False discovery rate (FDR) threshold of 0.01 and fold change threshold of 1.5 (Fig. 3) or Log_2_ FC = 1.5 (Figs. 6–8) were used in the analyses.

### ChIP

ChIP-seq analysis was carried out on WT and *Atepl1-2* plants grown in the same conditions as the plants used for RNA-seq and harvested at the same developmental stage. The isolated chromatin (from 2.1 g of fresh tissue per sample) was enriched with 2% chromatin isolated from mouse embryonic fibroblasts as spike-in control and incubated with 6 μg of antibody (α-H3, Abcam ab1791, α-H4K5ac, Millipore 07327, α-H3K9ac Millipore 07352, α-HTA9, Agrisera AS10718, α-H2A.Zac, Diagenode C15410173, pAb-173-050) overnight at 4 °C^52^. 25 μL of Dynabeads Protein A (Thermo Fisher Scientific) were added to the samples and incubated for another 2 hours at 4 °C. The slurry was washed twice with low salt buffer (with 150 mM NaCl), twice with high salt buffer (with 500 mM NaCl) and once with LiCl wash buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.25 M LiCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 1 mM PMSF and protease inhibitor cocktail). Chromatin was eluted through incubation in 1% SDS and 0.8 M NaHCO3 at 65 °C and the cross-links were reversed by overnight incubation at 65 °C. Following Proteinase K treatment and phenol/chloroform extraction, DNA was precipitated and DNA concentration was measured with Qubit dsDNA HS Kit (Thermo Fisher Scientific). 10 ng (H3) or 2 ng (other antibodies) of ChIP-ed DNA was used to prepare DNA libraries with MicroPlex Library Preparation Kit v2 (Diagenode).

Adapters and poor-quality regions (mean Phred quality < 5) were removed from short reads using BBDuk2 program from BBTools suite (https://jgi.doe.gov/data-and-tools/bbtools). Filtered reads shorter than 35 bp were excluded from the analysis. Reads were then aligned to the *A. thaliana* (TAIR10) and mouse (GRCm38) genomes using BWA-MEM aligner^96^. Sambamba^97^ was used to process the aligned data and remove duplicated reads. Mapping statistics, including the percentages of mapped reads and duplicates, were calculated separately for *A. thaliana* genome (ChIP-Seq data) and mouse genome (spike-in data) using BamTools^98^. Normalized and smoothed coverage data used for ChIP-Seq plots was calculated using DANPOS2^99^ and corrected using the fraction of deduplicated spike-in reads mapped to the mouse genome. Three biological replicates were performed for H3, H3K9ac and H4K5ac ChIP-seq, while two biological replicates were used for H2A.Z and H2A.Zac. In case of four samples one replicate was excluded from further analysis due to significantly lower coverage (Supplementary Table 10). The summary of ChIP-seq data is shown in Supplementary Table 10. The ChIP-seq profiles and the heatmaps were generated using DANPOS2^99^.

ChIP was combined with quantitative PCR (ChIP-qPCR) to check the relative enrichment within NuA4-dependent genes and At5g15710, At5g16410. Sequences of primers used for ChIP-qPCR can be found in Supplementary Data 19. Real-time qPCR was carried out with Maxima SYBR Green qPCR Master Mix (Bio-Rad) according to the manufacture’s instruction. Relative enrichment was calculated from the relative amount of input samples obtained with standard curves for each primer set. The antibodies used in ChIP-qPCR assays were: α-H3 (Abcam ab1791), α-H4K5ac (Millipore 07327), α-HTA9 (Agrisera AS10718) and α-H2A.Zac (Diagenode C15410173, pAb-173-050), H4K8ac (#07-328, Millipore), H4K12ac (#07-595, Millipore), H4K16ac (#07-329, Millipore). For ChIP-qPCR, 2 μg of antibody was combined with 100 μL of chromatin isolated from 0.7 g of fresh tissue.

### Statistics

Calculations and statistical tests not described in RNA-seq or ChIP-seq sections were run and plotted in R (www.R-project.org), except Mann–Whitney U tests run with an online calculator (http://www.statskingdom.com). For creation of the area proportional Venn diagrams presented in Fig. 3b, the gene sets included in Supplementary Data 1-6 were first analyzed for overlaps by BioVenn^100^, then plotted with Euler*APE*^101^. Gene set enrichment analyses presented in Fig. 3 were performed with PANTHER Overrepresentation Test^48^ (Supplementary Data 7–12). Gene set enrichment analyses presented in Fig. 3c were performed with DAVID Functional Annotation Tool^102^ (Supplementary Data 18).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Reporting Summary

## Data Availability

All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database under accession number GSE152940. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^103^ partner repository with the dataset identifier PXD030302. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: NuA4 and H2A.Z control environmental responses and autotrophic growth in Arabidopsis
**Source:** Nat Commun. 2022 Jan 12;13:277. doi: 10.1038/s41467-021-27882-5
**Supplement:** Supplementary file 1 — Supplementary Information

**NuA4 and H2A.Z control environmental responses and autotrophic growth in *Arabidopsis***

Bieluszewski *et al.*

**Supplementary Information**

**Supplementary Figures**

**Supplementary Fig. 1.** DNA sequence analysis of the *Ateaf1-1* allele. **a**, Gene structure diagram of the *AtEAF1* loci. Two different sequences targeted by gRNAs from the same genetic construct (#2) are marked with red and purple. Due to almost identical sequence of the two *AtEAF1* genes, each gRNA targeted both genes resulting in the total of four cut sites on each chromosome. **b**, A representative sequencing result of a genomic PCR clone from a single homozygous plant aligned with a fragment of the reference genomic sequences of *AtEAF1A and AtEAF1B.* All sequence alignment images in Supplementary Figures 1 and 2 were generated with Geneious 10 (Biomatters).

** Supplementary Fig. 2.** DNA sequence analysis of the *Atepl1a-2*, *Atepl1b-2* and *-3* alleles. **a**, Gene structure diagram of the *AtEPL1A* (At1g16690) and *AtEPL1B* (At1g79020) loci. Two different sequences targeted by gRNAs from the same genetic construct are marked with red and purple (*Atepl1a-2* and *Atepl1b-2*) or orange and cyan (*Atepl1b-3*). **b**, A representative sequencing result of a genomic PCR clone from a single homozygous plant aligned with a fragment of the reference genomic sequence of *AtEPL1A*. The deletion starts in the exon II and ends in the intron IV (downstream from the second cut site), therefore, the protein product cannot be predicted based on the genomic sequence. The target sequences are framed and color-coded. Black arrow heads mark Cas9-gRNA cut sites. **c**, A representative sequencing result of cDNA clones from a single homozygous mutant plant aligned with a fragment of the reference sequence of the *AtEPL1A* CDS. cDNA sequencing suggests that all transcripts are spliced in the same way which results in early translation termination. **d**, A representative sequencing result of a genomic PCR clone from a single *Atepl1b-2* homozygous plant aligned with a fragment of the genomic sequence of *AtEPL1B*. The target sequences are framed and color-coded. Black arrow heads mark Cas9-gRNA cut sites. **e**, A representative sequencing result of a genomic PCR clone from a single *Atepl1b-3* homozygous plant aligned with a fragment of the reference genomic sequence of *AtEPL1B*.

** Supplementary Fig. 3.** The phenotype of *Atepl1-1* is more severe than the *Atyaf9a-1 Atyaf9b-2* mutant phenotype. **a,** Quantitative description of 8-true leaf rosettes. Plants were grown on peat pellets (Jiffy) in the following conditions: 22°C, 16-hour light period, 40 μmol/(m^2^s) PAR, 70%. Graphs show statistics for petiole length (gray bars), blade length (green bars) and blade surface area (dark-green line) obtained from ten independent biological replicates for each value presented. Error bars represent standard deviation. Scale bar, 1cm. **b**, RT-qPCR analysis of relative gene expression in whole rosettes grown and collected as described above. Average expression levels from three independent replicates ± standard deviations are shown. Asterisks indicate significant differences relative to WT (two-tailed t-test, p < 0.05). **c**, Main stems and siliques of representative WT and *Atepl1* plants grown in the same conditions. Scale bars, 1 cm. Source data are provided as a Source Data file.

** Supplementary Fig. 4.** Photomorphogenesis in the *Atepl1-1* mutant. Apical curvature (**a**), hypocotyl length (**b**), cotyledon angle (**c**) and cotyledon surface (**d**) as measured 0, 6, 24 and 56 (for b and d) hours after dark-to-light transition. Boxplots represent statistics derived from at least five biological replicates. Each dot represents one individual. The center line indicates the median; upper and lower bounds indicate the 75th and 25th percentiles, respectively; and the whiskers indicate the minimum and maximum. *P* values were estimated by paired Welch *t* test. Source data are provided as a Source Data file.

** Supplementary Fig. 5.** The quadruple mutant *Atepl1-2 glk* (*Atepl1a-2 Atepl1b-2 glk1 glk2*) exhibits further reduction of expression of photosynthesis-related genes when compared to *Atepl1-2* (*Atepl1a-2 Atepl1b-2*) or *glk* (*glk1 glk2*) double mutants by RT-qPCR. Average expression levels from three independent replicates ± standard deviations are shown. Source data are provided as a Source Data file.

** Supplementary Fig. 6.** Early onset of the pathogen response-like transcriptomic pattern in *Atepl1-1*. **a**, Representative images of plant material collected for the RT-qPCR analysis. Approximately 30 seedlings were used for each of the three biological replicates. Scale bars, 1 cm. **b**, RT-qPCR analysis of relative gene expression in 2-true leaf seedlings (average expression levels from three independent replicates ± standard deviations) compared with RNA-seq data for 10-leaf rosettes obtained as described in Methods. Plants for RT-qPCR were grown on peat pellets (Jiffy) in the following conditions: 22°C, 16-hour light period, 40 μmol/(m^2^s) PAR, 70% RH. Source data are provided as a Source Data file.

** Supplementary Fig. 7.** Area proportional Venn diagrams illustrating overlaps between genes exhibiting the same direction of the expression change in *Atepl1-2*, *Ateaf1-1* and *glk1* mutants (blue and orange ovals) and the gene sets representing particular GO categories (gray ovals). Numeric values indicate numbers of genes present in a single sector of the diagram.

**Supplementary Fig. 8.** AtEPL1 supports nucleosomal H4 and H2A.Z acetylation in vitro. **a**, Purification of the recombinant *A. thaliana* picNuA4 from bacteria (Coomassie staining). Three different bacterial strains with polycistronic constructs carrying *At* picNuA4 components were used: 1) At+-His (His-HAM1, AtEPL1A-Flag, AtING2, AtEAF6) for initial tests, 2) At+-Flag (His-AtING2, Flag-HAM1, AtEAF6, AtEPL1A) for HAT assays, and 3) At- -Flag (with His-AtING2, Flag-HAM1, AtEAF6) for HAT assays without AtEPL1A. The first lane shows single step purification, while three other lanes show tandem purification. Numbers in brackets indicate expected molecular weights of the recombinant picNuA4 subunits. **b**, Comparison of HAT activity (counts per minute, CPM) as measured for SON and CHs. Error bars represent the range from two independent replicates. **c**, Western Blot test of αH2A.Zac (K4/K7/K11) antibody used in ChIP assays. Left panel. Human short oligonucleotides (SONs) enriched for HTA9 (Arabidopsis H2A.Z). SONs without HTA9 were used as a negative control. The Ab efficiently recognizes both human H2A.Zac and Arabidopsis H2A.Zac (HTA9ac). Bottom panel. αH4 Western Blot on the same membrane. Right panel. αFlag Western Blot on a twin membrane showing HTA9-Flag. Source data are provided as a Source Data file.

** Supplementary Fig. 9.** Alignment of H2A.Z histone protein sequences from different species. Only one representative protein was chosen for the alignment except *A. thaliana*, where all three functional copies were presented (HTA8, HTA9 and HTA11). Acetylation sites for human H2A.Z (HsH2A.Z) and budding yeast H2A.Z (ScH2A.Z) is indicated with cyan highlight according to ﻿Ishibashi et al. (2009) and Millar et al. (2006), respectively. Note the overall similarity for the histone core and significant differences for the N-tail, which is subjected to acetylation. A bootstrapped phylogenetic tree of the sequences used in the alignment is shown in the lower panel. BnH2A.Z, OsH2A.Z and HvH2A.Z stands for *Brassica napus*, *Oryza sativa* and *Hordeum vulgare* H2A.Z respectively.

** Supplementary Fig. 10.** ChIP-qPCR validation of the effect of *Atepl1-2* mutation on H4K5ac, H4K8ac, H4K12ac, H4K16ac, H2A.Zac and HTA9 (major H2A.Z protein) levels at seven loci: three downregulated (*RPS1*, *RPL11* and *RPL18*), one upregulated (At5g15710) and one unchanged (At5g16410) *in Atepl1-2*, and a gypsy element (At4g07700). Average expression levels from three independent replicates ± standard deviations are shown. All the qPCR measurements were normalized to H3 levels. Source data are provided as a Source Data file.

** Supplementary Fig. 11.** The changes in histone acetylation and total H2A.Z levels are different for genes misregulated in *Atepl1-2*. Comparison of spike-in-normalized H3K9ac, H4K5ac, H2A.Zac and total H2A.Z profiles between WT (blue) and *Atepl1-2* mutant (red). Particular plots show the profiles for all expressed (n=18620), upregulated in *Atepl1-2* (n=1746) and downregulated in *Atepl1-2* (n=975). Vertical axes values are relative. Note the different scale of changes in histone acetylation. Horizontal axes values represent chromosomal position relative to TSS.

** Supplementary Fig. 12.** Scatter plots showing correlations between chromatin marks (H3, H3K9ac, H4K5ac, H2A.Zac, total H2A.Z and unacetylated H2A.Z occupancy) and gene expression change (log_2_ fold change) as calculated by percentiles of expression change. Genes dysregulated in *Atepl1-2* (n=5135) were sorted based on their log_2_ fold change and divided into percentiles. For each percentile, the mean change in expression and the mean log_2_-transformed spike-in normalized ChIP-seq signal were calculated and plotted. To estimate values for non-acetylated H2A.Z, the ChIP-seq signal for acetylated H2A.Z were subtracted from the signal obtained for total H2A.Z.

** Supplementary Fig. 13.** Genes encoding plastid ribosomal proteins are significantly overrepresented among potentially NuA4-dependent genes. **a**, Ideogram of the NuA4-dependency determination process. **b**, Functional enrichment and relative expression of NuA4-dependent genes. *P* value for functional enrichment (column 5) is equivalent to EASE score (modified Fisher Exact test, see Methods). *P* values for the differences between median fold change against all genes downregulated in *Atepl1-1* (column 8) are results of Mann Whitney U test. GT stands for GO Term, UP stands for UniProt and KEGG stands for Kyoto Encyclopedia of Genes and Genomes.

**Supplementary Fig. 14.** Histone acetylation and H2A.Z profiles at TSS for selected gene groups upregulated in *Atepl1-2*. **a**, NuA4-dependent genes from each GO category (orange) were shown together with all the genes for this GO category (blue). Profiles in both WT and *Atepl1-2* background were shown next to each other. **b**, Profiles for NuA4-dependent genes (n= 347; orange) and all expressed genes (n= 18,620; blue) or downregulated in *Atepl1-2* (n= 941; red) were shown for comparison.

** Supplementary Fig. 15.** Upregulation of genes in NuA4 mutants is the consequence of both H2A.Z loss from gene bodies and increased levels of H3K9ac. **a** Boxplots of averaged H2A.Z enrichment in gene bodies for all genes expressed in WT (n= 18,620; blue) as well as genes downregulated (n= 941; red) and upregulated (n= 1746; green) in *Atepl1-2*. **b** Boxplots of averaged H2A.Z enrichment in gene bodies for all genes expressed in WT (n= 18,620; blue), and three subsections of genes upregulated in both *Atepl1-2* and *pie1* (n= 591), exclusively in *Atepl1-2* (n= 1836) and exclusively in *pie1* (n= 1705). **c** Spike-in-normalized H2A.Z, H2A.Zac and H3K9ac profiles across gene body for genes upregulated in both *pie1* and *Atepl1-2* (red), genes upregulated only in *Atepl1-2* (green), and genes upregulated only in *pie1* (blue) as measured by ChIP in WT. Corresponding profiles for all genes expressed in WT were shown as a reference (dashed line). **d** as for (c), but measured by ChIP in *Atepl1-2* mutant. For (a) and (b), center line indicates the median, upper and lower bounds represent the 75th and the 25th percentile, respectively, whiskers indicate the minimum and the maximum. Unpaired two- samples Wilcoxon test was used to determine significance.

**Supplementary Tables**

**Supplementary Table 1.** Median chloroplast size (corresponding to Figure 2A).

| **Median chloroplast projection surface area in µm^2^ (n chloroplasts / replicate = 20)** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Repl. # | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| 1 | 37.11 | 11.19 | 11.02 | 21.09 | 19.26 | 11.22 | 7.95 |
| 2 | 39.59 | 23.42 | 23.77 | 18.94 | 26.48 | 16.32 | 6.10 |
| 3 | 28.51 | 11.25 | 12.22 | 15.44 | 27.75 | 14.32 | 7.63 |
| 4 | 29.34 | 11.02 | 17.82 | 16.32 | 16.29 | 13.26 | 4.45 |
| 5 | 29.19 | 16.44 | 12.02 | 16.50 | 17.70 | 13.17 | 4.86 |
| 6 | 32.11 | 17.20 | 11.84 | 15.17 | 20.71 | 10.99 | 4.09 |
| 7 | 27.34 | 16.85 | 11.37 | 14.64 | 15.91 | 10.93 | 5.98 |
| 8 | 35.38 | 16.11 | 10.16 | 15.73 | 13.67 | 15.14 | 6.75 |
| ***p* values (two-tailed Mann Whitney U test)** | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 0.000155 | 0.000155 | 0.000155 | 0.000311 | 0.000155 | 0.000155 |
| *Atepl1-1* |  |  | 0.645377 | 0.798446 | 0.130381 | 0.160528 | 0.000155 |
| *Atepl1-2* |  |  |  | 0.064957 | 0.020668 | 0.878477 | 0.000155 |
| *Atepl1-3* |  |  |  |  | 0.234499 | 0.002953 | 0.000155 |
| *Ateaf1-1* |  |  |  |  |  | 0.002953 | 0.000155 |
| *glk* |  |  |  |  |  |  | 0.000155 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 2.** Median cell size (corresponding to Figure 2A).

| **Median cell projection surface area in µm^2^ (n cells / replicate = 9)** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Repl. # | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| 1 | 3440.42 | 1357.28 | 1613.19 | 1610.72 | 1973.97 | 1796.00 | 979.53 |
| 2 | 3000.64 | 1856.62 | 1838.65 | 1248.41 | 2209.27 | 2395.61 | 612.16 |
| 3 | 1762.71 | 1168.82 | 1628.22 | 1271.33 | 2482.68 | 1904.75 | 759.08 |
| 4 | 2426.83 | 1157.92 | 1454.84 | 1423.20 | 1635.88 | 2228.77 | 2035.42 |
| 5 | 2658.77 | 1621.97 | 1040.92 | 1486.71 | 1791.99 | 1925.55 | 979.53 |
| 6 | 2528.16 | 1206.99 | 1370.12 | 1225.49 | 1661.38 | 1988.23 | 612.16 |
| 7 | 2226.82 | 1293.18 | 1558.29 | 1018.95 | 1539.85 | 2343.94 | 759.08 |
| 8 | 2284.62 | 1521.23 | 1299.72 | 1192.50 | 1691.55 | 2035.42 | 759.08 |
| ***p* values (two-tailed Mann Whitney U test)** | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 0.000311 | 0.000311 | 0.000155 | 0.006993 | 0.049883 | 0.000311 |
| *Atepl1-1* |  |  | 0.441803 | 0.645377 | 0.004662 | 0.000311 | 0.010412 |
| *Atepl1-2* |  |  |  | 0.104895 | 0.010412 | 0.000311 | 0.010412 |
| *Atepl1-3* |  |  |  |  | 0.000311 | 0.000155 | 0.010412 |
| *Ateaf1-1* |  |  |  |  |  | 0.104895 | 0.004662 |
| *glk* |  |  |  |  |  |  | 0.001865 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 3.** Total chlorophyll (corresponding to Figure 2B).

| **Total Chlorophyll (nmol total chlorophyll / mg fresh weight)** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
|  | 1.36 | 0.58 | 0.55 | 0.60 | 0.62 | 0.45 | 0.30 |
|  | 1.29 | 0.52 | 0.54 | 0.61 | 0.60 | 0.39 | 0.33 |
|  | 1.51 | 0.58 | 0.48 | 0.60 | 0.61 | 0.52 | 0.31 |
| Mean | 1.39 | 0.56 | 0.53 | 0.61 | 0.61 | 0.45 | 0.31 |
| alpha | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 |
| SD | 0.11 | 0.03 | 0.04 | 0.01 | 0.01 | 0.07 | 0.02 |
| n | 3 | 3 | 3 | 3 | 3 | 3 | 3 |
| CI 95% | 0.28 | 0.08 | 0.10 | 0.02 | 0.03 | 0.16 | 0.04 |
| ***p* values (two-tailed T-test)** | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 0.00026 | 0.00023 | 0.00028 | 0.00029 | 0.00024 | 0.00008 |
| *Atepl1-1* |  |  | 0.29529 | 0.09824 | 0.07235 | 0.06581 | 0.00030 |
| *Atepl1-2* |  |  |  | 0.02606 | 0.02122 | 0.18212 | 0.00086 |
| *Atepl1-3* |  |  |  |  | 0.41410 | 0.01673 | 0.00001 |
| *Ateaf1-1* |  |  |  |  |  | 0.01478 | 0.00001 |
| *glk* |  |  |  |  |  |  | 0.01964 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 4.** Chlorophyll a / b ratio (corresponding to Figure 2B).

| **Chlorophyll a / b ratio** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
|  | 3.34 | 3.21 | 2.91 | 3.44 | 3.22 | 4.92 | 3.67 |
|  | 3.31 | 3.12 | 3.27 | 2.98 | 3.22 | 4.66 | 3.76 |
|  | 3.26 | 3.07 | 2.96 | 3.01 | 3.32 | 4.85 | 3.49 |
| Mean | 3.30 | 3.13 | 3.05 | 3.14 | 3.25 | 4.81 | 3.64 |
| alpha | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 |
| SD | 0.04 | 0.07 | 0.19 | 0.26 | 0.06 | 0.14 | 0.14 |
| n | 3 | 3 | 3 | 3 | 3 | 3 | 3 |
| CI 95% | 0.10 | 0.19 | 0.48 | 0.64 | 0.14 | 0.34 | 0.35 |
| ***p* values (two-tailed T-test)** | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 0.02508 | 0.08391 | 0.34148 | 0.27991 | 0.00005 | 0.01634 |
| *Atepl1-1* |  |  | 0.49917 | 0.95560 | 0.09151 | 0.00005 | 0.00525 |
| *Atepl1-2* |  |  |  | 0.62631 | 0.14550 | 0.00020 | 0.01239 |
| *Atepl1-3* |  |  |  |  | 0.50408 | 0.00057 | 0.04253 |
| *Ateaf1-1* |  |  |  |  |  | 0.00005 | 0.01160 |
| *glk* |  |  |  |  |  |  | 0.00048 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 5.** Rosette size in week 2 after germination (corresponding to Figure 2C).

| **Log_10_ of rosette radius in mm** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Week 2** | | | | | | | |
| Plant # | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| 1 | 0.89 | 0.18 | 0.20 | 0.38 | 0.44 | 0.77 | 0.36 |
| 2 | 0.87 | 0.10 | 0.16 | 0.31 | 0.47 | 0.73 | 0.20 |
| 3 | 0.85 | 0.10 | 0.35 | 0.21 | 0.39 | 0.80 | 0.33 |
| 4 | 1.01 | 0.41 | 0.37 | -0.05 | 0.19 | 0.72 | 0.34 |
| 5 | 0.78 | 0.36 | 0.33 | 0.35 | 0.42 | 0.74 | 0.14 |
| 6 | 0.64 | 0.28 | 0.11 | 0.31 | 0.40 | 0.72 | 0.25 |
| 7 | 0.78 | 0.39 | 0.36 | 0.28 | 0.40 | 0.73 | 0.12 |
| 8 | 0.76 | 0.29 | 0.25 | 0.40 | 0.29 | 0.68 | 0.02 |
| 9 | 0.83 | 0.38 | 0.19 | 0.20 | 0.32 | 0.70 | 0.23 |
| 10 | 0.87 | 0.13 | 0.15 | 0.28 | 0.33 | 0.57 | 0.16 |
| 11 |  |  | 0.20 |  |  |  |  |
| 12 |  |  | 0.17 |  |  |  |  |
| 13 |  |  | 0.33 |  |  |  |  |
| 14 |  |  | 0.33 |  |  |  |  |
| 15 |  |  | 0.21 |  |  |  |  |
| 16 |  |  | 0.27 |  |  |  |  |
| 17 |  |  | 0.36 |  |  |  |  |
| 18 |  |  | 0.37 |  |  |  |  |
| 19 |  |  | 0.34 |  |  |  |  |
| 20 |  |  | 0.22 |  |  |  |  |
| Mean | 0.83 | 0.26 | 0.26 | 0.27 | 0.37 | 0.72 | 0.22 |
| alpha | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 |
| SD | 0.10 | 0.13 | 0.09 | 0.13 | 0.08 | 0.06 | 0.11 |
| n | 10 | 10 | 20 | 10 | 10 | 10 | 10 |
| CI 95% | 0.07 | 0.09 | 0.04 | 0.09 | 0.06 | 0.04 | 0.08 |
| ***p* values (two-tailed T-test)** | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 1.32E-09 | 9.88E-16 | 2.29E-09 | 1.19E-09 | 7.05E-03 | 1.13E-10 |
| *Atepl1-1* |  |  | 9.55E-01 | 9.12E-01 | 4.21E-02 | 5.48E-09 | 3.98E-01 |
| *Atepl1-2* |  |  |  | 9.16E-01 | 4.64E-03 | 1.00E-14 | 2.03E-01 |
| *Atepl1-3* |  |  |  |  | 6.06E-02 | 1.08E-08 | 3.47E-01 |
| *Ateaf1-1* |  |  |  |  |  | 3.31E-09 | 3.05E-03 |
| *glk* |  |  |  |  |  |  | 2.50E-10 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 6.** Rosette size in week 3 after germination (corresponding to Figure 2C).

| **Log_10_ of rosette radius in mm** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Week 3** | | | | | | | |
| Plant # | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| 1 | 1.35 | 0.51 | 0.47 | 0.58 | 0.67 | 1.16 | 0.49 |
| 2 | 1.45 | 0.24 | 0.36 | 0.65 | 0.85 | 1.11 | 0.29 |
| 3 | 1.38 | 0.51 | 0.71 | 0.49 | 0.82 | 1.14 | 0.46 |
| 4 | 1.51 | 0.71 | 0.60 | 0.24 | 0.54 | 1.15 | 0.47 |
| 5 | 1.40 | 0.58 | 0.48 | 0.59 | 0.78 | 1.11 | 0.32 |
| 6 | 1.30 | 0.46 | 0.19 | 0.53 | 0.79 | 1.10 | 0.42 |
| 7 | 1.38 | 0.72 | 0.60 | 0.53 | 0.71 | 1.10 | 0.28 |
| 8 | 1.34 | 0.55 | 0.43 | 0.65 | 0.63 | 1.06 | 0.18 |
| 9 | 1.39 | 0.69 | 0.42 | 0.48 | 0.63 | 1.10 | 0.42 |
| 10 | 1.38 | 0.31 | 0.38 | 0.59 | 0.61 | 0.98 | 0.39 |
| 11 |  |  | 0.48 |  |  |  |  |
| 12 |  |  | 0.42 |  |  |  |  |
| 13 |  |  | 0.60 |  |  |  |  |
| 14 |  |  | 0.69 |  |  |  |  |
| 15 |  |  | 0.52 |  |  |  |  |
| 16 |  |  | 0.49 |  |  |  |  |
| 17 |  |  | 0.64 |  |  |  |  |
| 18 |  |  | 0.53 |  |  |  |  |
| 19 |  |  | 0.57 |  |  |  |  |
| 20 |  |  | 0.43 |  |  |  |  |
| Mean | 1.39 | 0.53 | 0.50 | 0.53 | 0.70 | 1.10 | 0.37 |
| alpha | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 |
| SD | 0.06 | 0.16 | 0.12 | 0.12 | 0.10 | 0.05 | 0.10 |
| n | 10 | 10 | 20 | 10 | 10 | 10 | 10 |
| CI 95% | 0.04 | 0.11 | 0.06 | 0.09 | 0.07 | 0.04 | 0.07 |
| ***p* values (two-tailed T-test)** | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 4.46E-12 | 6.08E-19 | 6.20E-14 | 3.48E-13 | 6.89E-10 | 2.54E-16 |
| *Atepl1-1* |  |  | 5.76E-01 | 9.64E-01 | 9.95E-03 | 2.91E-09 | 1.66E-02 |
| *Atepl1-2* |  |  |  | 4.93E-01 | 1.16E-04 | 1.12E-14 | 8.54E-03 |
| *Atepl1-3* |  |  |  |  | 2.99E-03 | 4.79E-11 | 4.26E-03 |
| *Ateaf1-1* |  |  |  |  |  | 1.96E-09 | 8.22E-07 |
| *glk* |  |  |  |  |  |  | 5.80E-14 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 7.** Rosette size in week 4 after germination (corresponding to Figure 2C).

| **Log10 of rosette radius in mm** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Week 4** | | | | | | | |
| Plant # | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| 1 | 1.69 | 0.87 | 0.82 | 0.88 | 1.00 | 1.48 | 0.73 |
| 2 | 1.75 | 0.69 | 0.52 | 0.86 | 1.06 | 1.39 | 0.56 |
| 3 | 1.71 | 0.82 | 0.82 | 0.72 | 1.06 | 1.49 | 0.69 |
| 4 | 1.74 | 0.96 | 0.82 | 0.65 | 0.88 | 1.49 | 0.69 |
| 5 | 1.70 | 0.88 | 0.83 | 0.86 | 1.02 | 1.45 | 0.68 |
| 6 | 1.69 | 0.89 | 0.28 | 0.82 | 1.04 | 1.42 | 0.61 |
| 7 | 1.71 | 0.94 | 0.83 | 0.79 | 0.92 | 1.44 | 0.54 |
| 8 | 1.69 | 0.82 | 0.73 | 0.93 | 0.90 | 1.42 | 0.28 |
| 9 | 1.67 | 0.94 | 0.76 | 0.85 | 0.93 | 1.42 | 0.60 |
| 10 | 1.68 | 0.62 | 0.77 | 0.89 | 0.84 | 1.35 | 0.69 |
| 11 |  |  | 0.86 |  |  |  |  |
| 12 |  |  | 0.69 |  |  |  |  |
| 13 |  |  | 0.87 |  |  |  |  |
| 14 |  |  | 0.87 |  |  |  |  |
| 15 |  |  | 0.80 |  |  |  |  |
| 16 |  |  | 0.84 |  |  |  |  |
| 17 |  |  | 0.86 |  |  |  |  |
| 18 |  |  | 0.83 |  |  |  |  |
| 19 |  |  | 0.93 |  |  |  |  |
| 20 |  |  | 0.70 |  |  |  |  |
| Mean | 1.70 | 0.84 | 0.77 | 0.83 | 0.96 | 1.43 | 0.61 |
| alpha | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 | 0.05 |
| SD | 0.03 | 0.11 | 0.15 | 0.09 | 0.08 | 0.04 | 0.13 |
| n | 10 | 10 | 20 | 10 | 10 | 10 | 10 |
| CI 95% | 0.02 | 0.08 | 0.07 | 0.06 | 0.06 | 0.03 | 0.09 |
|  | | | | | | | |
|  | WT | *Atepl1-1* | *Atepl1-2* | *Atepl1-3* | *Ateaf1-1* | *glk* | *Atepl1 glk* |
| WT |  | 5.33E-15 | 4.80E-18 | 4.32E-17 | 3.77E-16 | 3.23E-12 | 9.90E-16 |
| *Atepl1-1* |  |  | 1.82E-01 | 6.78E-01 | 1.26E-02 | 7.56E-12 | 4.01E-04 |
| *Atepl1-2* |  |  |  | 2.97E-01 | 5.85E-04 | 4.03E-14 | 5.73E-03 |
| *Atepl1-3* |  |  |  |  | 1.44E-03 | 9.84E-14 | 3.49E-04 |
| *Ateaf1-1* |  |  |  |  |  | 4.03E-12 | 8.08E-07 |
| *glk* |  |  |  |  |  |  | 2.47E-13 |
| *Atepl1 glk* |  |  |  |  |  |  |  |

**Supplementary Table 8.** Attempts to obtain triple mutants *Atepl1a Atepl1b arp6* and *Atepl1a Atepl1b mbd9*. All the genes are not genetically linked.

| F_1_ cross | No. of plants genotyped in F_2_ | No. of triple mutant expected | No. of triple mutants found | Genotype selected for next generation | No. of plants genotyped in F_3_ | No. of triple mutants expected | No. of triple mutant plants |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *Atepl1-1* × *arp6* | 285 | 4 (1/64) | 0 | *Atepl1a*^-/-^ *Atepl1*^+/-^ *arp6*^-/-^ | 219 | 55 (1/4) | 0 |
| *Atepl1-2* × *mbd9-1* | 267 | 4 (1/64) | 0 | *Atepl1a*^-/-^ *Atepl1*^+/-^ *mbd9*^-/-^ | 125 | 31 (1/4) | 0 |

**Supplementary Table 9.** Functional enrichment and relative expression of NuA4-dependent genes.

*P* value for functional enrichment (column 5) is equivalent to EASE score (modified Fisher Exact test, see Methods). *P* values for the differences between median fold change against all genes downregulated in *Atepl1-2* (column 8) are results of Mann Whitney U test. GT stands for GO Term, UP stands for UniProt and KEGG stands for Kyoto Encyclopedia of Genes and Genomes.

**Supplementary Table 10.** ChIP-seq summary.

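The ChIP-seq summary lists, for each library, how many reads were sequenced, mapped to Arabidopsis, removed as duplicates and left for analysis, next to the mouse reads of the spike-in. The ranges given here cover the 25 libraries analysed and leave out those that the table marks as not used. In *Atepl1-2*, between 26.1% and 41.8% of H2A.Z reads and between 36.8% and 54.1% of H4K5ac reads were mapped, against 92.3% to 92.5% and 85.4% to 90.3% in WT. For H2A.Zac the ranges were 18.0% to 20.4% and 46.1% to 72.3%. Duplicates made up 63.5% to 72.0% of mapped H2A.Z reads in *Atepl1-2* and 11.6% to 15.2% in WT. For H2A.Zac they made up 71.8% to 79.5% and 15.6% to 20.8% of mapped reads. Reads counted for neither genome made up 56.8% to 72.8% of all H2A.Z reads in *Atepl1-2* and 1.94% to 2.35% in WT, and 5.06% to 10.2% of H3 reads in *Atepl1-2* and 0.971% to 1.26% in WT. Removed mouse duplicates may be among these reads, because mouse reads before duplicate removal are not given.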

| **Sample** | **Antibody** | **Total**  **reads** | **Mapped**  **reads** | **Duplicates** | **Analyzed**  **reads** | **Mouse**  **reads** | **Fraction of mouse** | **Spike-in** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| epl2_H3 | H3 | 21368578 | 19748913 | 5495889 | 14253024 | 537809 | 0.0364 | 0.0324 |
| epl3_H3 | H3 | 19300672 | 17869582 | 5371442 | 12498140 | 399292 | 0.0310 |  |
| epl4_H3 | H3 | 20967261 | 18446233 | 6138110 | 12308123 | 380419 | 0.0300 |  |
| WT2_1_H3 | H3 | 22194295 | 21392573 | 5947892 | 15444681 | 522769 | 0.0327 | 0.0373 |
| WT3_H3 | H3 | 20235352 | 19536076 | 6273084 | 13262992 | 502727 | 0.0365 |  |
| WT4_H3 | H3 | 22392052 | 21504402 | 6620439 | 14883963 | 660968 | 0.0425 |  |
| epl2_H3K9ac | H3K9ac | 6482922 | 5300353 | 1456456 | 3843897 | 127218 | 0.0320 | Not used |
| epl3_H3K9ac | H3K9ac | 17265676 | 13782719 | 4575676 | 9207043 | 145810 | 0.0156 | 0.0172 |
| epl4_H3K9ac | H3K9ac | 19219574 | 13684182 | 3461175 | 10223007 | 195414 | 0.0188 |  |
| WT2_1_H3K9ac | H3K9ac | 18074380 | 16849044 | 4838713 | 12010331 | 219056 | 0.0179 | 0.0185 |
| WT3_H3K9ac | H3K9ac | 18639713 | 16844507 | 5677908 | 11166599 | 171393 | 0.0151 |  |
| WT4_H3K9ac | H3K9ac | 18395451 | 16431382 | 5497196 | 10934186 | 251640 | 0.0225 |  |
| epl2_H4K5ac | H4K5ac | 19861888 | 10439005 | 3263945 | 7175060 | 1089966 | 0.1319 | 0.1338 |
| epl3_H4K5ac | H4K5ac | 19481167 | 10547446 | 2839972 | 7707474 | 787961 | 0.0928 |  |
| epl4_H4K5ac | H4K5ac | 21824904 | 8028253 | 2410606 | 5617647 | 1206501 | 0.1768 |  |
| WT2_1_H4K5ac | H4K5ac | 18713901 | 16778202 | 4544722 | 12233480 | 454494 | 0.0358 | 0.0634 |
| WT2_H4K5ac | H4K5ac | 17315277 | 15632424 | 4949223 | 10683201 | 643418 | 0.0568 |  |
| WT4_H4K5ac | H4K5ac | 17765646 | 15169934 | 4889503 | 10280431 | 1110910 | 0.0975 |  |
| epl2_H2A.Zac | H2A.Zac | 23442785 | 4210622 | 3348883 | 861739 | 1627452 | 0.653808 | 0.6444 |
| epl3_H2A.Zac | H2A.Zac | 20899021 | 4269884 | 3065361 | 1204523 | 2094783 | 0.634916 |  |
| WT1_ H2A.Zac | H2A.Zac | 15597180 | 11274719 | 1758956 | 9515763 | 3494955 | 0.268621 | 0.3994 |
| WT3_ H2A.Zac | H2A.Zac | 13790395 | 6363852 | 1326357 | 5037495 | 5688685 | 0.530355 |  |
| WT4_ H2A.Zac | H2A.Zac | 17362714 | 1619213 | 886697 | 732516 | 1289254 | 0.637686 | Not used |
| EPL2_H2A.Z-T | HTA9 | 21746989 | 5669264 | 3600109 | 2069155 | 255912 | 0.110067 | 0.1056 |
| EPL3_ H2A.Z-T | HTA9 | 19919782 | 2575248 | 1853007 | 722241 | 175057 | 0.195093 | Not used |
| EPL4_ H2A.Z-T | HTA9 | 17405211 | 7282787 | 5244441 | 2038346 | 229178 | 0.10107 |  |
| WT1_ H2A.Z-T | HTA9 | 13936733 | 12863439 | 1496831 | 11366608 | 803313 | 0.066008 | 0.0638 |
| WT3_ H2A.Z-T | HTA9 | 20750557 | 19195245 | 2917210 | 16278035 | 1068660 | 0.061606 |  |
| WT5_ H2A.Z-T | HTA9 | 21465393 | 4707713 | 2290967 | 2416746 | 500611 | 0.171597 | Not used |

# Supplementary material for: NuA4 and H2A.Z control environmental responses and autotrophic growth in Arabidopsis
**Source:** Nat Commun. 2022 Jan 12;13:277. doi: 10.1038/s41467-021-27882-5
**Supplement:** Supplementary file 23 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

All data was managed with Excel (Microsoft Office 365), R 3.6.2 ([www.R-project.org](http://www.R-project.org)) and RStudio 1.4.1717 (RStudio).

#### Data analysis

All calculations and statistical tests not described in RNA-seq or ChIP-seq sections were run and plotted in Excel (Microsoft Office 365), except Mann-Whitney U tests run with an online calculator (<http://www.statskingdom.com>). For analysis of RNA-seq analysis, BBduk2 (<https://jgi.doe.gov/data-and-tools/bbtools>), Salmon 1.3 and limma R package were used. Gene Ontology analysis was carried out using Panther (<http://pantherdb.org>) and DAVID (<https://david.ncifcrf.gov>). For analysis of ChIP-seq, BBduk2, bwa 0.7.17, Sambamba 0.7.0, BamTools 2.5.1 and DANPOS 2.2.1 (Kaifu Chen, Baylor College of Medicine) were used. Plots presented in Figures 2 A were created with BoxPlotR (<http://shiny.chemgrid.org/boxplotr/>). Plots presented in Figure 2B, Figure 5, Figure 6, Figure 7A,D,E,F, Figure 8A,B,D,E, Supplementary Figures 3-6, and Supplementary Figures 10-15 were created using R 3.6.2 ([www.R-project.org](http://www.R-project.org)) and RStudio 1.4.1717 (RStudio). Figure 2C, 3A, 3C were plotted in Excel (Microsoft Office 365). For creation of the area proportional Venn diagrams presented in Figure 3 B and Supplementary Figure 7 the gene sets included in Supplementary Files were first analyzed for overlaps by BioVenn (<https://www.biovinn.nl/index.php>), then plotted with EulerAPE 2.0.3 (<https://www.eulardiagrams.org/eulerAPE/>) and finally graphically adjusted (coloring, line formatting) in PowerPoint (Microsoft Office 365). Raw Sanger sequencing DNA reads were analyzed with Geneious 10.2.6 (Biomatters Ltd.).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Gene lists used for preparation of Figures 3, Supplementary Figures 7 and 14 were downloaded from TAIR ([www.arabidopsis.org](http://www.arabidopsis.org)) with Gene Functional Annotation tool. Sequences of HTA8, HTA9 and HTA9 shown in Supplementary Figure 9 of Arabidopsis were downloaded from TAIR ([www.arabidopsis.org](http://www.arabidopsis.org)). Gene sequences of H2A.Z in *B. napus*, *H. vulgare* and *O. sativa* presented in Supplementary Figure 9, were downloaded from NCBI ([www.ncbi.nlm.nih.gov](http://www.ncbi.nlm.nih.gov)). List of upregulated genes in Arabidopsis pie1-5 mutant presented on Figure 8C, was obtained from "SWR1 Chromatin-Remodeling Complex Subunits and H2A.Z Have Non-overlapping Functions in Immunity and Gene Regulation in Arabidopsis" by S. Berriri et al., 2016. Raw sequencing reads from RNA-Seq and ChIP-seq were deposited into GEO database and are publicly available via this link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152940>. AP-MS/MS data have been deposited in Proteomics Identifications Database (PRIDE) under accession number PXD030302 and are publicly available via this link: <https://www.ebi.ac.uk/pride/archive/projects/PXD030302>. All data generated or analysed during this study are included in this published article (and its Supplementary Information and Source Data file) except for raw data related to confocal microscopy (available from the corresponding author on reasonable request), AP-MS/MS, RNA-seq and ChIP-seq data, deposited in public databases (referenced above).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all experiments sample sizes were determined in advance. Due to large number of genotypes compared in parallel, sample sizes were in all cases constrained by practical reasons. RNA-seq and ChIP-seq experiments were carried out in triplicates according to standard practice in the field. |
| Data exclusions | One biological replicate of ChIP-seq for H3K9ac and H2A.Z for Atepl1-2 was not used due to low reads number. One biological replicate of ChIP-seq for H2A.Z and H2A.Zac for wild-type was not used due to low reads number.                                                                        |
| Replication     | All experiments were repeated at least 3 times with consistent results.                                                                                                                                                                                                                            |
| Randomization   | Not considered necessary and not used.                                                                                                                                                                                                                                                             |
| Blinding        | Not considered necessary and not used.                                                                                                                                                                                                                                                             |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |

|                   |                                                                                                                                                                                                                         |
|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i> |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>          |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample                   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                      |

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                       |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location                 | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access and import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance              | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                      |
|-------------------------------------|------------------------------------------------------|
| n/a                                 | Involvement in the study                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | GST (B14; #sc-138; Santa Cruz), His (#R940-25; Life Technology), FLAG (#sc-807, Santa Cruz), H3 (#ab1791, Abcam), H3K9ac (#07-352, Millipore), H4K5ac (#07-327, Millipore), HTA9 (#AS10718, Agrisera), H2AZ.ac (#C15410173, Diagenode), H4K8ac (#07-328, Millipore), H4K12ac (#07-595, Millipore), H4K16ac (#07-329, Millipore) |
| Validation      | All antibodies were validated by vendors.                                                                                                                                                                                                                                                                                       |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | State the source of each cell line used.                                                                                                                                                                                  |
| Authentication                                                    | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                          | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Palaeontology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).                                                                          |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.                                                                                                                                                                                                                                |
| Wild animals            | Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                     |
| Ethics oversight        | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

### Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

### Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

### Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

### Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

GEO link: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152940>

### Files in database submission

Raw FASTQ files, WIG files, tabular summary of read mapping statistics

### Genome browser session

(e.g. [UCSC](#))

Not applicable

## Methodology

### Replicates

ChIP-seq experiments were carried out in triplicates according to standard practice in the field.

### Sequencing depth

Single-end data, 8-21 million reads per sample, read length: 50 bp. For Atp1l1-2 H2A.Zac, samples with lower number of reads have been analyzed due to loss of this modification in the mutant background.

### Antibodies

$\alpha$ -H3, Abcam ab1791,  $\alpha$ -H4K5ac, Millipore 07327,  $\alpha$ -H3K9ac Millipore 07352,  $\alpha$ -HTA9 Agrisera AS10718,  $\alpha$ -H2A.Zac Diagenode C15410173

### Peak calling parameters

Peak calling was not performed

### Data quality

Peak calling was not performed

### Software

For ChIP-seq adapters and poor-quality regions (mean Phred quality < 5) were removed from short reads using BBDuk2 program from BBTools suite (<https://jgi.doe.gov/data-and-tools/bbtools>). Filtered reads shorter than 35 bp were excluded from the analysis. Reads were then aligned to the *A. thaliana* (TAIR10) and mouse (GRCm38) genomes using BWA-MEM 0.7.17 aligner. Sambamba 0.7.0 was used to process the aligned data and remove duplicated reads. Mapping statistics, including the percentages of mapped reads and duplicates, were calculated separately for *A. thaliana* genome (ChIP-Seq data) and mouse genome ("spike-in" data) using BamTools 2.5.1. Normalized and smoothed coverage data used for ChIP-Seq plots was calculated using DANPOS 2.2.1.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation *Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*
- Instrument *Identify the instrument used for data collection, specifying make and model number.*
- Software *Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*
- Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*
- Gating strategy *Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type *Indicate task or resting state; event-related or block design.*
- Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*
- Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

- Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*
- Field strength *Specify in Tesla*
- Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*
- Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*
- Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*
- Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*
- Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*
- Volume censoring *Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

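RNA-seq libraries came from WT, *Atepl1-2*, *Ateaf1-1* and *glk* plants, 16 in all, and ChIP-seq libraries from *Atepl1-2* and WT plants, 25 in all. The authors trimmed the RNA-seq reads with BBDuk2, dropped short reads, quantified the rest with Salmon against the Araport11 transcripts with corrections for sequence and GC bias, and deposited the estimated counts per gene as whole numbers. The authors also deposited TPM values per gene from the same quantification. The TPM values of the first label set summed to between 955462 and 979577 per library over the genes listed, and those of the second set to 1000000. For ChIP-seq, the authors trimmed the reads, mapped them to the Arabidopsis and mouse genomes, removed duplicates and deposited the counts of total, mapped, duplicate, remaining Arabidopsis and mouse reads of each library in a mapping table.

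Of the 32865 gene identifiers in the count table, 31742 were named in the RefSeq annotation of TAIR10.1, which was also the source of coordinates and gene descriptions, and 4843 had no counts in any library. Samples were grouped by the genotype and the kind of label in their sample records. The label sets were kept apart, and *Atepl1-2* of the second set was used in comparisons with *Ateaf1-1* and *glk*, which occur only there. The comparisons, their tests, the rule for naming genes and most alternatives were chosen before the data were examined. The alternatives with the label set as a term, with nuclear TPM rescaled to one sum, with the second label set for the stronger threshold, with overlaps from fits of only the 2 groups compared, and the terms in the gene descriptions were chosen after the data had been seen.

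Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with few counts were removed with filterByExpr by group, library sizes were scaled with TMM, and groups were compared with glmQLFit and glmQLFTest. Standard errors were derived from the log2 fold change and the F statistic. Genes passed with a Benjamini-Hochberg FDR under 0.01 and a change of at least 1.5-fold, or an absolute log2 fold change over 1.5 for the comparison behind Figs. 6 to 8. All 4 genotypes were fitted together (13 libraries, 20733 genes), and the first label set (6 libraries) alone. The biological coefficient of variation was 0.283 in the larger fit and 0.158 in the smaller. With counts of 3 or fewer in every library of a group, a fold change was given as a lower bound against 3 counts. Genes were named if the paper names them or shows them in Fig. 3c, Fig. 7d or Supplementary Figs. 5 and 6, together with the 3 largest rises and 3 largest falls of each comparison with WT among genes past the threshold with at least 10 counts in each library of the higher group and with every mutant library above, or every one below, all WT libraries.

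Gene sets were tested with camera and fry of limma 3.58.1 on log2 CPM, with a preset correlation of 0.01 and adjustment over 24 tests of 6 sets. Terms were counted in the gene descriptions and tested with Fisher's exact test, adjusted over 80 tests. Overlaps carry 95% Wilson intervals and were set beside 5 simulated data sets in which the mutants did not differ from WT. Shares of counts on organelle genes and the ChIP-seq mouse fractions were compared with two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the figure was drawn with matplotlib 3.10.9.

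The edgeR step was tested on simulated counts with the means and library sizes of the real libraries and 200 genes changed by known amounts. With 4 genotypes, 95 of the 200 genes passed, none in the wrong direction, and 1 unchanged gene passed. Changes of 8-fold passed in 82.1% of cases, 4-fold in 55.2% and 2-fold in 4.55%, so a gene that changed by about 2-fold is more often missed than found in this fit. In the first label set, where the variation is smaller, 166 of 200 passed, with 5 unchanged genes, and 2-fold changes passed in 54.5% of cases. Limma-voom found 85 and DESeq2 123 in the fit of 4 genotypes. Camera found a simulated set of 40 raised genes and did not find a set of 40 unchanged genes.

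Alternatives were the DESeq2 1.42.0 Wald test, DESeq2's size factors in edgeR, no filter on low counts, limma-voom, limma on log2(TPM + 1) and on log2(TPM + 0.1), a minimum mean TPM of 1, an FDR under 0.05, organelle genes left out, fits of only the 2 groups compared, other choices of WT and *Atepl1-2* libraries, a replicate block where numbers occur in both groups, and each replicate left out in turn. For ChIP-seq they were the log2 ratio of Arabidopsis to mouse reads, mapped reads before duplicates were removed, the H3 library of the same number or the mean of H3, a replicate block, and each replicate left out in turn. ChIP-seq libraries that Supplementary Table 10 marks as not used, reads, occupancy profiles and samples of other experiments were not analysed here. Authors' lists that are incomplete in the supplementary files read here were not used for overlaps. From Supplementary Data 1, 3, 4 and 6, 1998 entries each could be read, of 2607, 2393, 2927 and 2370.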

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

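All tests described in this part were chosen only after the results they address had been seen.

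Among the 4 WT RNA-seq libraries, WT replicate 4, the only one of the second label set, stood apart in 2 measures. The most abundant transcript, *psbA*, took 37.0% of its counts, and *AtEPL1B* was at 5.24 CPM. WT replicate 5 stood apart from the other WT libraries with 47.4 CPM of *GLK2*. These are 3 deviations among 22 tests, which cover measures in WT and in *Atepl1-2*, where 1.1 are expected by chance. All 3 fell in WT, where fewer are expected by chance than over all tests. Each one alone says little. Of the 3 deviations, the 2 in WT replicate 4 fall together with its label set. Within WT, a difference in handling between the label sets cannot be told apart from a difference between individual libraries. No other WT library has that label. In *Atepl1-2*, with 3 libraries in each set, 4320 genes differed between the label sets (edgeR, FDR under 0.01 and at least 1.5-fold). The sets thus differed beyond WT replicate 4. *AtEPL1B* was lower in *Atepl1-2* of the second set (6.36 CPM) than of the first (12.7 CPM), opposite to WT. The deviation of *GLK2* in WT replicate 5 lies within the first label set. No biological explanation was tested.

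The effect of *Atepl1-2* differed between the label sets for 178 of 21262 genes in a test of the difference itself (edgeR interaction of genotype and label set, FDR under 0.01 and at least 1.5-fold). In 52 of them the effect was lower in the second label set and in 126 it was higher. In the fit with this interaction, 7099 genes changed in the first label set, where the fit of that set alone gave 8503. Of the 7099 genes, 88.8% had the same direction in the second label set. Across genes, the effects in the label sets were correlated at r = 0.692. *PDF1* had a log2 fold change of 5.83 in the first label set and −0.05 in the second (difference −5.88, standard error 0.78, FDR 0.00339 from edgeR). The second label set holds 1 WT library, so an error in that library enters all of these differences. If that library were the source, these genes should have moved more between the label sets in WT than in *Atepl1-2*, and 49.4% of them did, which decides neither way. The plants of the label sets may also have differed in age, growth or infection, and that was not tested. Depth also differed, with at most 30781762 counts per library in the first set and at least 36533765 in the second.

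Mitochondrial genes, which the paper does not discuss, took a larger share of counts in the NuA4 mutants. The share was 0.705% ± 0.0516 (SD, n = 4) in WT, 1.72% ± 0.127 (SD, n = 3) in *Atepl1-2* and 1.76% ± 0.106 (SD, n = 3) in *Ateaf1-1*, ratios of 2.44 and 2.49 (exact permutation tests, p = 0.0286 each, the smallest p that 3 libraries against 4 allow). In *glk* it was 0.890% ± 0.0650 (SD, n = 3), a ratio of 1.26 (exact permutation test, p = 0.0286). In the first label set the share was 1.15% in *Atepl1-2* and 0.686% in WT (exact permutation test, p = 0.1, the smallest possible), and the mutants were also above WT replicate 4, at 0.764%. A fall of chloroplast counts alone raises every other share alike. The mitochondrial share of counts outside the chloroplast genes still rose, by a ratio of 1.82 in *Atepl1-2* and 1.76 in *Ateaf1-1*, which argues against that fall as the whole cause. After TMM normalization, 13 mitochondrial genes were upregulated and 11 downregulated of 113 tested in *Atepl1-2* with a median log2 fold change of 0.06, and 13 and 9 in *Ateaf1-1* (median 0.08). In *glk* 11 were downregulated (median −0.74), opposite to the rise of its share. Which genes account for the larger share was not tested. Differences in the removal of organelle RNA during library preparation stay open, as does a change in mitochondrial expression in the mutants, and neither was tested.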

How the results depend on the processing

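All settings described here as added were chosen after seeing the data, and the other settings are those listed with the processing.

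In *Atepl1-2*, *Ateaf1-1*, *glk* and the first label set, genes were called in both directions under every setting. Apart from the fits without 1 library, 184 counts of genes stayed within 1.5 times the value given at the claims and 101 did not. Among fits without 1 library these were 97 and 38. The cause of a change was not tested except where stated.

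On the TPM scales the balance of directions changed. With log2(TPM + 1), 458 genes were lower and 7726 higher in *Atepl1-2*, 8976 changed in *Ateaf1-1* (466 lower, 8510 higher), 515 were lower in *glk*, 222 changed between *Atepl1-2* and *Ateaf1-1* (20 lower, 202 higher), 601 were higher in *glk* than in *Ateaf1-1*, and 1054 were lower and 6664 higher in the first label set. At the log2 1.5 threshold 1814 changed (197 lower). With log2(TPM + 0.1), 9671 changed in *Atepl1-2* (527 lower, 9144 higher) and 10602 in *Ateaf1-1* (564, 10038). In *glk* 730 were lower and 1924 higher, and 50 changed between *Atepl1-2* and *Ateaf1-1* (3, 47). Against *Ateaf1-1*, 643 were higher in *glk*, 1573 were lower and 9280 higher in the first label set, and 469 and 3390 at log2 1.5. With a mean TPM of at least 1, 419 were lower and 6765 higher in *Atepl1-2*, 419 and 7600 in *Ateaf1-1*, 512 lower in *glk*, 55 changed between *Atepl1-2* and *Ateaf1-1* (2, 53), 507 were higher in *glk* than in *Ateaf1-1*, 955 lower in the first label set and 1812 (198 lower) at log2 1.5. The median log2 fold change of all genes, 0.05 in *Atepl1-2*, 0.07 in *Ateaf1-1* and 0.02 in *glk* on counts, was 0.50, 0.56 and 0.27 with log2(TPM + 1), so the direction of a gene with a small change depends on the scale.

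With nuclear TPM rescaled to one sum, an added setting, 1115 genes were lower in *Atepl1-2*, 918 in *Ateaf1-1* and 514 in *glk*, where 2264 were higher. Between *Atepl1-2* and *Ateaf1-1* 80 changed (68 higher), 1547 were lower and 1873 higher in *glk* than in *Ateaf1-1*, the opposite balance to that of the counts, 5323 changed in the first label set (2054 lower), and 1434 at log2 1.5 (410 lower, 1024 higher).

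With only the 2 groups compared in a fit, 1732 genes were lower in *Atepl1-2*, 3469 changed in *Ateaf1-1* (1715 lower, 1754 higher) and 0 between *Atepl1-2* and *Ateaf1-1* (0 lower, 0 higher, 4347 at an unadjusted p under 0.05). These fits hold fewer libraries. The paired fit with a replicate block also gave 0 there (4245 unadjusted), and 4289 between *glk* and *Ateaf1-1*. As an added setting, *Atepl1-2* of the second label set in a fit of 2 groups gave 975 lower genes at log2 1.5. Overlaps from fits of 2 groups, also added, were 66.5% for lower genes of *Ateaf1-1*, 21.5% and 31.0% for lower and higher genes of *glk*, with r = 0.908 for *Ateaf1-1* and 0.435 for *glk*.

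At an FDR under 0.05, 4246 genes were higher in *Ateaf1-1*, 4509 changed in *glk* (2630 lower, 1879 higher), 835 between *Atepl1-2* and *Ateaf1-1* (383, 452) and 6757 between *glk* and *Ateaf1-1* (3140 higher). The overlap was 74.8% for higher genes of *Ateaf1-1* and 38.1% for lower genes of *glk*. DESeq2 gave 3707 genes in *glk* (2491 lower), 919 between *Atepl1-2* and *Ateaf1-1* (432, 487), r = 0.880 between their changes and 34.6% overlap for lower genes of *glk*. It called 99.9% of Supplementary Data 2 and of the *Atepl1-2* list of Supplementary Data 7, and 100% of its *glk* and *Ateaf1-1* lists. Limma-voom gave 80 genes between *Atepl1-2* and *Ateaf1-1* (32, 48), r = 0.880, 31.1% and 46.4% overlap for lower and higher genes of *glk*, and r = 0.257 and 0.302 between *glk* and *Atepl1-2* and *Ateaf1-1*. It called 99.1% of Supplementary Data 5. Of the *Atepl1-2* and *Ateaf1-1* lists of Supplementary Data 7 it called 99.3% and 97.2%. Without the filter 47 genes changed between *Atepl1-2* and *Ateaf1-1* (16, 31), and with DESeq2's size factors 17 were lower there. With WT of the first label set only, 4174 changed in *glk* (2433 lower, 1741 higher).

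The label set as a term, an added setting, gave 1424 genes in *glk* (1018 lower, 406 higher) and 307 between *Atepl1-2* and *Ateaf1-1* (143, 164), and with limma-voom 1225 (823, 402) and 344 (131, 213). Overlaps were 81.1% and 83.9% for *Ateaf1-1*, 33.8% for lower genes of *glk* and r = 0.265. It called 58.5% of Supplementary Data 2, 30.6% of Supplementary Data 5. Of the *glk*, *Atepl1-2* and *Ateaf1-1* lists of Supplementary Data 7 it called 57.8%, 81.2% and 71.7%. In *glk* the NuA4-dependent genes (FDR 0.508) and stress markers (FDR 0.266) no longer passed camera. The log2 fold change reversed for *AtEPL1A* (0.38), *GLK1* (−0.31) and *GLK2* (−0.27) in *Atepl1-2*, *RPL3A* (0.26), *CA1* (0.36) and *HEMA1* (0.48) in *Ateaf1-1*, and *FRK3* (−0.73), *CPN60B* (0.53), *PGK* (0.0305) and AT5G16410 (−0.0895) in *glk*. Terms reversed for wounding among lower genes of *Atepl1-2* (FDR 0.796 from Fisher's exact test), water deprivation among higher genes of *Atepl1-2* (0.543), *Ateaf1-1* (0.5684) and *glk* (0.717), chitin among higher genes of *Ateaf1-1* (0.228), and chloroplast (0.428) and wounding (0.171) among higher genes of *glk*. Wounding there also reversed with limma-voom calls (0.797). None of these reversed terms passed 0.05 in the setting that reversed it.

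The gene sets depend on the correlation assumed between genes. With an estimated correlation, camera FDRs for chlorophyll biosynthesis, photosystem I, photosystem II and plastid ribosomal proteins were 0.0557, 0.155, 0.176 and 0.0607 in *Atepl1-2*, 0.0624, 0.156, 0.184 and 0.0557 in *Ateaf1-1*, 0.0624, 0.0750, 0.104 and 0.213 in *glk*, and 0.176, 0.204, 0.213 and 0.154 in the first label set. For NuA4-dependent genes and stress markers they were 0.208 and 0.143 in *glk* and 0.0888 and 0.0557 in the first label set. The other 68 results for gene sets outside the fits without 1 library kept direction and threshold.

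Across fits that each left out 1 library, lower genes in *Atepl1-2* ranged from 1830 (without *Atepl1-2* replicate 3) to 3469 (without WT replicate 4). In *glk* 1093 to 4174 changed, 723 to 2433 lower and 368 to 1741 higher, the highest without WT replicate 4. The total was 1514 without WT replicate 7 and 1128, 1379 and 1093 without *glk* replicates 1, 2 and 3, and higher genes were 573 and 565 without WT replicates 5 and 8. Between *Atepl1-2* and *Ateaf1-1* 1 to 126 changed, 0 to 73 lower and 1 to 53 higher: 126, 2 and 1 without *Atepl1-2* replicates 1, 3 and 4, and 7, 6 and 1 without *Ateaf1-1* replicates 1, 2 and 3. Lower genes were 0 without *Atepl1-2* replicates 3 or 4 or *Ateaf1-1* replicates 1 or 3, where 4498, 3173, 4712 and 4270 genes had an unadjusted p under 0.05. Higher genes in *glk* against *Ateaf1-1* ranged from 1269 (without *glk* replicate 3) to 1620, and were 1315 without *Ateaf1-1* replicate 3. Totals that stayed within 1.5 times were 4530 to 7571 in *Atepl1-2*, 4012 to 6847 in *Ateaf1-1*, 7190 to 8049 in the first label set and 3309 to 3775 at log2 1.5. Each such fit has fewer libraries.

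Overlaps without 1 WT library ranged from 69.9% to 74.4% and 76.0% to 79.0% for lower and higher genes of *Ateaf1-1* (r = 0.896 to 0.914), and from 21.3% to 43.5% and 51.3% to 56.7% for *glk* (r = 0.323 to 0.472, and 0.377 to 0.518 with *Ateaf1-1*), the highest value for lower genes of *glk* without WT replicate 4. The camera FDR of the stress markers in *glk* ranged from 0.00404 to 0.0962 and failed without WT replicate 4 (0.0962) or *glk* replicate 3 (0.0626).

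The difference in chloroplast share in *glk* ranged from −0.848 to 1.06 percentage points and was negative without *glk* replicate 2 (−0.848) or WT replicates 5 (−0.825) or 8 (−0.434). For named genes, log2 fold changes in *Atepl1-2* ranged from −0.31 to 0.0804 for AT5G15710, −0.13 to 0.46 for *AtEAF1B* (lowest without *Atepl1-2* replicate 1), −0.0439 to 0.22 for *GLK1* and −0.17 to 0.32 for *GLK2* (both lowest without *Atepl1-2* replicate 4, with *GLK1* also at −0.0138 without WT replicate 7). In *Ateaf1-1* they were −0.32 to 0.0049 for *GLK2* (highest without WT replicate 5) and −0.35 to 0.0274 for *RPL3A* (highest without WT replicate 8). In *glk* they were −0.25 to 0.0875 for AT5G15710, −0.36 to 0.36 for *NPR4* and −0.12 to 0.26 for *RPL3A*, which reversed without WT replicate 4, and −0.28 to 1.76 for *PDF1* and −0.32 to 1.43 for *PR1*, lowest without *glk* replicate 2. AT5G15710 reversed in *Atepl1-2* without WT replicate 4 (0.0697) or *Atepl1-2* replicate 4 (0.0804), and in *glk* also without *glk* replicate 3 (0.00434). Of the other named values, 668 stayed the same, 26 newly passed and 18 no longer passed outside the fits without 1 library, and 925, 22 and 65 within them.

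The mouse fraction of H3K9ac ranged from −0.00303 to 0.000659 as a difference from WT, and turned positive without WT replicate 4 (0.000659) or *Atepl1-2* replicate 3 (0.000248). With mapped Arabidopsis reads before duplicates were removed, the differences of H2A.Z (−0.0189) and H2A.Zac (−0.0504) reversed. That table gives no mouse reads before duplicate removal, so the reversal follows from the larger share of duplicates in *Atepl1-2*. The other 14 ChIP-seq values outside the fits without 1 library kept their direction. With 2 libraries per group for H2A.Z and H2A.Zac, no exact p can fall under 0.333.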

Differences from the paper's values

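All alternatives named here as chosen after seeing the values were added after the results had been seen, and no cause of a difference was tested.

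The paper reports 4022 genes changed in *Atepl1-2*, where 6272 were found here. Among the alternatives set before the data were examined, limma-voom (5946), the fit of only *Atepl1-2* and WT (4202) and the fits without 1 library, except WT replicate 4, gave counts within 1.5 times the paper's. DESeq2, its size factors, no filter, the TPM scales, an FDR under 0.05, organelle genes left out and other choices of WT or *Atepl1-2* libraries did not. Nuclear TPM rescaled to one sum, chosen after seeing the values, gave 4258. The paper's count of IDs is smaller than its own lists, which hold 2607 downregulated and 2927 upregulated entries in Supplementary Data 1 and 4 against the 2795 and 3477 found here. For the upregulated genes the paper's count is 2077 and the count here 3477. The fit of only the 2 genotypes (2470) and the fits without WT replicates 5, 7 or 8 or *Atepl1-2* replicates 3 or 4, from 2700 to 2907, came within 1.5 times of it, and the other alternatives did not.

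For *Ateaf1-1* the paper's count is 3474 and the count here 5411. Limma-voom (5018), the fit of only *Ateaf1-1* and WT (3469) and the fits without 1 library, except WT replicate 4, came within 1.5 times of it, and the other alternatives set before the data were examined did not. Of those chosen after seeing the values, the label set as a term gave 5207, the same with limma-voom 4922 and rescaled nuclear TPM 3943. The paper's own lists in Supplementary Data 3 and 6 hold 2393 downregulated and 2370 upregulated entries, within 1.5 times of the 2593 and 2818 found here. The paper's count of upregulated genes is 1703 and the count here 2818. The fit of only the 2 genotypes gave 1754, the fits without 1 library except WT replicate 4 gave 2146 to 2465, and no other alternative came within 1.5 times.

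For *glk* the paper's count is 1235 and the count here 2411. Limma-voom (1711), log2(TPM + 1) (1804), the same with a minimum mean TPM of 1 (1677) and the fits without 1 library except WT replicate 4 came within 1.5 times of it, and the others set before the data were examined did not. With the label set as a term, chosen after seeing the values, the count was 1424, and 1225 with limma-voom. The paper's counts by direction are 807 downregulated and 428 upregulated, and those here 1544 and 867. These counts of the paper are of mapped IDs. Its list of downregulated genes in Supplementary Data 2 holds 1043 entries, within 1.5 times of the 1544. For downregulated genes, limma-voom gave 1052, log2(TPM + 0.1) gave 730 and the fits without 1 library except WT replicate 4 gave 723 to 1145. For upregulated genes only the fits without 1 library except WT replicate 4 came close, at 368 to 573. The label set as a term, chosen after seeing the values, gave 1018 and 406, and with limma-voom 823 and 402. The paper's Supplementary Data 5 lists 565 upregulated entries. DESeq2's size factors (762), limma-voom (659), the fit of only the 2 genotypes (828) and the fits without WT replicates 5 (573), 7 (494) or 8 (565) or *glk* replicates 1 (405) or 2 (523) came within 1.5 times of it, as did the label set as a term (406) and the same with limma-voom (402), chosen after seeing the values.

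For the threshold of log2 1.5 in *Atepl1-2*, the paper's count of downregulated genes is 941 and the count in the first label set 1522. The fit without *Atepl1-2* replicate 3 gave 1396, and none of the other alternatives set before the data were examined came within 1.5 times. With *Atepl1-2* of the second label set and all 4 WT libraries, chosen after seeing the values, the count was 1168 in edgeR, 1069 in limma-voom and 975 in the fit of only the 2 groups. The paper's Supplementary Fig. 11 gives 975 downregulated genes rather than 941, the number reached by that fit. Supplementary Data 17 also lies closer to the second label set (r = 0.990 across its genes) than to the first (r = 0.636). The paper does not state which libraries it used for Figs. 6 to 8, and the first label set need not be those.

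The median log2 fold change of the genes of Supplementary Data 17 is −1.98 in the paper's list and −1.61 in the first label set. DESeq2 and limma-voom gave −1.62 each. For *Atepl1-2* of the second label set against all 4 WT libraries the median was −1.89. Against WT replicate 4 alone it was −1.59. No error of these medians was computed and the paper gives none for its list, so whether any of them differs from the paper's by more than error was not tested. For *PORA*, the paper gives 2 values for *Atepl1-2*, −2.74 in the source data of Fig. 3c and −5.21 in Supplementary Data 17, both on a log2 scale. The value here was −4.38 for *Atepl1-2* of the second label set against all 4 WT libraries and −4.22 within the first label set. Against WT replicate 4 alone, the second label set gave −3.58. DESeq2 (−4.40 against all 4 WT libraries) and limma-voom (−4.34 and −4.49) did not come within 1 standard error of either value of the paper.

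The paper states that genes downregulated in the NuA4 mutants are more strongly associated with photosynthesis than those downregulated in *glk*. The share of downregulated genes described as involved in photosynthesis was larger in *glk* here, 3.78% against 2.88% in *Atepl1-2* and 2.77% in *Ateaf1-1*, although its odds ratio was smaller, 14.6 against 25.3 and 15.6. With the label set as a term, chosen after seeing the values, the odds ratio was 15.8 in *glk*, 24.1 in *Atepl1-2* and 8.24 in *Ateaf1-1*. The order of *glk* and *Ateaf1-1* thus depended on that term. For descriptions that name the chloroplast the share went the paper's way, 16.6% in *glk* against 42.7% and 41.5%. The differences between mutants in these shares were not tested. The paper also states that the upregulated genes are enriched in responses to abiotic stimuli. Its statement rests on gene ontology categories, whereas single narrower terms in gene descriptions were counted here, so the measures differ. Response to water deprivation was not enriched among genes upregulated in *Atepl1-2* or *Ateaf1-1* here (odds ratios 0.812 and 0.760, FDR 0.697 and 0.688 from Fisher's exact test). Response to wounding was enriched in *Ateaf1-1* (odds ratio 2.15, FDR 0.0245) and missed the threshold in *Atepl1-2* (odds ratio 1.94, FDR 0.0508), where limma-voom calls, chosen after seeing the values, passed it (FDR 0.0289). With the label set as a term, also chosen after seeing the values, wounding did not pass in *Atepl1-2* (FDR 0.110) and passed in *Ateaf1-1* (FDR 0.0403). The paper states that plastid ribosomal protein genes depend only on NuA4. As a set they were also slightly lower in *glk* here (median log2 fold change −0.50, camera FDR 4.80e-07), which did not hold with an estimated correlation (FDR 0.213). The paper states that genes changed in *glk* are predominantly downregulated, which held on counts and not on the TPM scales, where 28.5% were downregulated with log2(TPM + 1).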

Other observations

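All tests in this part were chosen only after the results they address had been seen.

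Other splits of the same libraries were fitted with the same steps, each as 2 groups. For *Atepl1-2* and WT, 1 of 35 splits gave as many genes as the real one, which gave 4202, and for *Ateaf1-1* 1 of 35 (3469). For *glk* it was 2 of 35. The real split gave 2072 genes, and the split that put the WT libraries of the first label set against WT replicate 4 and *glk* gave 2642. The corresponding splits gave 648 genes for *Atepl1-2* and 484 for *Ateaf1-1*. For *glk* and *Ateaf1-1* (5163 genes), the first label set (8503) and its log2 1.5 threshold (3619), 1 of 10 splits each gave as many, the real one, and for *Atepl1-2* and *Ateaf1-1* all 10 of 10 did, each with 0 genes (4347 at an unadjusted p under 0.05 in the real split). With 10 splits the share cannot fall under 0.1.

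The label set is partly confounded with genotype, because *Ateaf1-1* and *glk* occur only in the second set and 3 of 4 WT libraries in the first. With the label set as a term, 968 of the 2411 genes of *glk* were still called (40.1%), which argues against the label set as their whole cause. For the other 59.9% a label set effect cannot be told apart from a loss of power, since the term leaves 1 WT library in the second set. Across genes, the change in *glk* correlated with the difference of *Atepl1-2* between the label sets at r = 0.501, and 81.5% of called genes had the same direction. For *Ateaf1-1*, 3824 of 5411 genes were still called (70.7%) and for 29.3% the 2 explanations cannot be told apart. There the correlation was 0.222 and 50.8% had the same direction. Growth, age or treatment of the plants stays open and was not tested.

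On the TPM scale, far more genes were higher than lower in *Atepl1-2*. If the organelle share of TPM were the whole cause, rescaling nuclear TPM to one sum should bring the share of lower genes to the 44.6% found with counts. It rose from 5.60% to 26.2%, which argues against that share as the whole cause. What accounts for the rest was not tested.

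A higher mouse fraction of H2A.Z and H2A.Zac in *Atepl1-2* could come from the removal of duplicates, which were 63.5% to 72.0% of mapped H2A.Z reads in *Atepl1-2* and 11.6% to 15.2% in WT. With Arabidopsis reads before duplicate removal the H2A.Z difference was −0.0189. Because mouse reads before duplicate removal are not in the table used, the effect of duplicates cannot be told apart from a lower amount of H2A.Z, which stays open.

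The authors' log2 fold changes in Fig. 3c correlated with those of the second label set at r = 0.960, 0.964 and 0.860 for *Atepl1-2*, *Ateaf1-1* and *glk* (102, 94 and 54 genes), with median absolute differences of 0.02, 0.02 and 0.01. Those of Supplementary Data 17 correlated at r = 0.990 with the second label set and 0.636 with the first (347 genes).

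Among genes shown in Fig. 7d or Supplementary Fig. 5, *CPN60B* had log2 fold changes of −3.34 (FDR 1.47e-05 from edgeR), −2.48 (1.49e-04) and −0.26 (0.621) in *Atepl1-2*, *Ateaf1-1* and *glk*, and *PSAL* −0.90 (0.0194), −0.90 (0.0219) and −1.81 (8.20e-04). *CA1* had −0.82 (0.0504), −0.19 (0.650) and −1.24 (0.0145), and AT2G15020 1.20 (0.136), 1.61 (0.0564) and 3.47 (0.00213). Differences between mutants were not tested for these genes.

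Genes downregulated in *glk* were enriched in descriptions with defense response (89 of 387 genes, FDR 1.18e-19 from Fisher's exact test), chitin (24 of 53, 1.47e-12) and wounding (21 of 59, 8.58e-09). An effect of the label set on these terms stays open. Of the genes called in *glk*, 81.5% had the direction of the difference between the label sets in *Atepl1-2*. The fall of the stress markers in *glk* also did not hold with the label set as a term (camera FDR 0.266).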
